# Signalling couples hair follicle stem cell quiescence with reduced histone H3 K4/K9/K27me3 for proper tissue homeostasis

**DOI:** 10.1038/ncomms11278

**Published:** 2016-04-15

**Authors:** Jayhun Lee, Sangjo Kang, Karin C. Lilja, Keegan J. Colletier, Cornelia Johanna Franziska Scheitz, Ying V. Zhang, Tudorita Tumbar

## Abstract

Mechanisms of plasticity to acquire different cell fates are critical for adult stem cell (SC) potential, yet are poorly understood. Reduced global histone methylation is an epigenetic state known to mediate plasticity in cultured embryonic SCs and T-cell progenitors. Here we find histone H3 K4/K9/K27me3 levels actively reduced in adult mouse skin and hair follicle stem cells (HFSCs) during G0 quiescence. The level of marks over specific gene promoters did not correlate to mRNA level changes in quiescent HFSCs. Skin hypomethylation during quiescence was necessary for subsequent progression of hair homeostasis (cycle). Inhibiting BMP signal, a known HFSC anti-proliferative factor, elevated HFSC methylation *in vivo* during quiescence prior to proliferation onset. Furthermore, removal of proliferation factors and addition of BMP4 reduced histone methylases and increased demethylases mRNAs in cultured skin epithelial cells. We conclude that signalling couples hair follicle stem cell quiescence with reduced H3 K4/K9/K27me3 levels for proper tissue homeostasis.

## Abstract (web summary)

Changes in global histone trimethylation have been linked to embryonic but not adult stem cell plasticity. Here, Lee *et al*. find H3 K4/K9/K27me3 levels actively reduced in adult mouse skin and hair follicle stem cells during quiescence (catagen) and link this to active bone morphogen protein signalling.

Plasticity can be defined as the ability of cells to maintain a flexible genome and adopt various cell fates, and has been previously linked with specialized chromatin states in pluripotent stem cells (SCs)^1^,^2^,^3^,^4^,^5^. Adult tissue stem cells (TSCs) are rare and difficult to access in their intact niche in a living organism, and the link between chromatin states and TSC plasticity to make differentiated cells during adult tissue homeostasis is poorly understood^6^. Recently, work in the adult hair follicle stem cells (HFSCs) suggested that the plasticity to adapt to different environments such as the natural niche, the injured skin or cultured conditions *in vitro* is influenced by pioneer factors that couple their activity with open chromatin domains known as super-enhancers^7^. However, how super-enhancers or other epigenetic states influence the intrinsic plasticity of adult HFSCs during normal homeostasis, as a fundamental mechanism that allow these cells to both self-renew and also adopt differentiated hair lineage fates remains unclear. Interestingly, embryonic stem cell (ESC) plasticity of fate determination is characterized by decreased ‘epigenomic identity', defined as low global levels of several histone epigenetic marks such as H3K9me3 and H3K27me3 (refs 2, 3, 4, 5; hypomethylation). Genetic interference with the level of such epigenetic marks affected ESCs pluripotency^8^,^9^ as well as the ability of committed cells to dedifferentiate and be reprogrammed^1^,^10^. Similarly, T-cell progenitors in culture showed hypomethylation of H3 K27/K9me3, and this was confined to their G0 quiescent state, when cells do not divide. Interestingly, this hypomethylation conferred T-cell progenitors elevated genome plasticity during quiescence, to be more efficiently reprogrammed to pluripotency^11^. Finally, muscle SCs *in vivo* also showed hypomethylation of H3K27me3 in quiescence, but a correlation with plasticity was not yet made^12^. It is unclear if histone H3 hypomethylation of specific lysine residues is generally associated with quiescence of tissue stem and progenitor cells, and if there is any functional significance *in vivo* for this specific state. Also unclear is how such global, apparently genome-wide, reduction in histone methylation might relate to specific levels of gene expression. This is important because many, although not all, adult TSCs reside in G0 quiescence in their niche for long time periods, and upon activation are expected to rapidly adapt and perform tissue regeneration^13^.

Mouse HFSCs are an excellent model system for studying the link between SC plasticity and quiescence because they undergo synchronous phases of quiescence and proliferation that are tightly regulated. Furthermore, hair follicles have defined morphology, which permits unambiguous *in situ* identification of the SCs (bulge, Bu region), progenitor cells (matrix, Mx region) and differentiated lineages (inner layers, ILs; Fig. 1a). Furthermore, bulge HFSCs can be freshly sorted from skin in large quantities based on cell surface markers CD34 and α6-integrin, and this allows biochemical analyses, which are inaccessible to many other tissue systems. Hair homeostasis occurs in regenerative cycles (Fig. 1a,b) composed of successive synchronous stages of tissue remodelling: telogen (rest and quiescence of HFSCs), anagen (proliferation/differentiation of matrix progenitors and independent self-renewal of Bu HFSCs) and catagen (regression/apoptosis of progenitor and differentiated lineages, re-structuring of the SC niche and quiescence of the HFSCs)^14^,^15^.

As HFSCs enter quiescence at late anagen/early catagen, they are re-positioned relative to the residence niche (bulge); eventually their ultimate position, by the end of catagen, dictates their subsequent fate (Fig. 1b). In one fate, the HFSCs would become early progenitor hair germ cells, destined to divide rapidly at anagen, differentiate to matrix and further to terminally differentiated lineages in the ILs, and eventually die. In the second fate, the HFSCs would self-renew symmetrically within the bulge by undergoing several (∼3 ×) rounds of cell division during early anagen, become crowded in their niche and eventually cease proliferation to enter quiescence again in late anagen^16^,^17^,^18^,^19^. It follows that at catagen, quiescent HFSCs have higher cell fate potential or plasticity (two possible fates: differentiate/die or self-renew) when compared with proliferative HFSCs at anagen (single fate: self-renewal; Fig. 1b)^20^,^21^.

Here we examine global levels and genome distribution of histone H3 trimethylation marks commonly associated with transcriptional repression (H3K9me3 and H3K27me3) and activation (H3K4me3)^22^ in HFSCs (of CD34+ bulge SCs) during self-renewal (early anagen) and quiescence (catagen). We show for the first time that quiescent HFSCs present global hypomethylation of specific H3 marks, relative to their proliferative counterparts. Hypomethylation of HFSCs peaks at catagen (before fate decisions), and was not previously reported by *Lien et al*.^23^, who focused on different hair cycle stages. Moreover, we demonstrate that methylation levels are actively controlled by diffusible proliferation inhibitory signals (bone morphogenetic protein (BMP)) but are not immediately relevant to mRNA levels in quiescent HFSCs. Importantly, hypomethylation throughout the skin at catagen appears crucial for subsequent normal hair cycle progression.

## Results

### Reduction of H3 K4/K9/K27me3 in quiescent HFSCs

To probe the levels of H3K4me3, H3K27me3 and H3K9me3 in HFSCs relative to more differentiated cells and at different stages of homeostasis, we examined mouse skin sections at different postnatal days (PDs) by immunofluorescence. We found that at anagen, bulge cells (HFSCs) were generally less stained than lower outer root sheath (ORS), progenitor (matrix) cells and differentiated hair lineages (ILs). The epidermis also generally showed higher methylation levels (Fig. 1c–e and Supplementary Fig. 1a,b). To rule out differences in antibody penetration in different cell types and validate our results of immunofluorescence data, we sorted HFSCs (bulge cells as CD34+/α6-integrin+) and non-HFSCs (mostly epidermis and hair follicle lower ORS cells as CD34−/α6-integrin+) at early anagen (∼PD25) by FACS (fluorescence-activated cell sorting) and performed a test western blot analysis for one of our marks relative to total histone H3 (Fig. 1f). This confirmed global reduction of H3K9me3/H3 in HFSCs relative to non-HFSCs and demonstrated that our immunofluorescence methods are good reporters of overall global levels of methylation. Furthermore, bulge HFSCs showed strikingly lower (but not absent) immunofluorescence signal levels of histone marks during quiescence (Late Catagen, LC-HFSCs) relative to proliferative (Early Anagen, EA-HFSCs; Fig. 1c–e, and Supplementary Fig. 1a–c). Because histone H3K9me3 shows distinct bright nuclear foci, we could readily quantify the distribution of foci-positive and -negative cells within the CD34+ bulge HFSCs at different hair cycle stages (Fig. 1g,h), which confirmed lowest level for catagen bulge cells. The late catagen stage was assessed based on morphology, and was also confirmed using Caspase-3 staining (Supplementary Fig. 1d,e). To verify that antibody immunofluorescence staining correctly report on levels of histone methylation in bulge cells at catagen, we performed western blots of sorted CD34+/α6-integrin+ HFSCs at early anagen (PD25) and late catagen (∼PD42-44) using histone H3K9me3/H3 as test of principle (Fig. 1i). This validated our immunofluorescence methods for different hair cycle stages, and verified hypomethylation of bulge HFSCs at late catagen. Immunofluorescence suggested a most pronounced reduction of methylation in the bulge HFSCs relative to other skin compartments, but tissue sections at catagen consistently appeared less stained throughout the skin. This observation was confirmed by western blots of total skin tissue and quantification for all the H3 trimethylation marks relative to histone H3 (Fig. 1j,k). These data together demonstrated that catagen is a stage when skin is generally hypomethylated for H3 K4/K9/K27me3. Furthermore, bulge HFSCs show hypomethylation at catagen (in quiescence) relative to early anagen (proliferation) and also relative to its more differentiated hair lineages (matrix and IL) at anagen.

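Chromatin immunoprecipitation followed by sequencing was used to map histone H3 trimethylated on lysine 4, lysine 9 or lysine 27 (H3K4me3, H3K9me3 and H3K27me3) in 4 populations of cells sorted from mouse skin. EA-HFSCs are the CD34-positive bulge stem cells of early anagen, taken at PD22 to PD25 when they divide, and LC-HFSCs are the same cells in late catagen, taken at PD38 to PD44 when they are quiescent. The CD34-negative cells sorted beside them at the same ages are the non-EA-HFSCs and non-LC-HFSCs. The authors aligned single-end reads to the mm9 mouse genome, pooled the reads of independent experiments for each population and mark, and called peaks with MACS 1.4 against the IgG library of the same population. They deposited 1 peak list for each of the 12 combinations of population and mark, which gives the position of each peak and a score. The score is 10 times the negative log10 of the p-value of the peak. The lowest scores in the lists are 50 for H3K4me3 and 40 for H3K27me3 and H3K9me3, which correspond to p-values of 1e-05 and 0.0001. The lists hold 79694 peaks for H3K4me3, 60204 for H3K27me3 and 79800 for H3K9me3. Because replicates were pooled before the peaks were called, there is 1 list per condition, no difference between populations has a replicate check, and no test between populations was made. Intervals are 95% Wilson binomial intervals and cover counting error only. The number of reads is not part of the lists, so the depth behind each peak is unknown here. The paper reports more reads for LC-HFSCs than for EA-HFSCs, and states that the reads did not saturate peak detection for H3K27me3 and H3K9me3. A score depends on read number and on the background, so scores describe, rank or filter the peaks within a list and do not measure a difference in height between lists. A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp. Overlaps were compared with 100 random placements, in which the peaks of the other list were shifted along each chromosome.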

To examine genome-wide distribution and levels of DNA-bound methylated histone H3 K4/K9/K27me3, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq). We used comparable number of sorted CD34+/α6-integrin+ EA-HFSCs (PD22–25) and LC-HFSCs (PD38–44; Fig. 2a,b). We also sorted and analysed non-HFSCs (nEA and nLC) counterparts as CD34−/α6-integrin+. Using IgG as background for normalization, our data revealed good correlation between experiments and enrichments in specific functional genomic regions, such as promoters, introns and repetitive regions, as expected (Supplementary Fig. 2a,b). We compared our data with a previous ChIP-seq study of H3K4me3 and H3K27me3 (H3K9me3 was not analysed) by *Lien et al*.^23^, done at Mid/late Anagen (MA-HFSCs) and Late Telogen (LT-HFSCs; Fig. 2a–e). 

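The H3K27me3 list holds 25534 peaks for EA-HFSCs and 1909 for LC-HFSCs, an LC-HFSC to EA-HFSC ratio of 0.0748 (95% interval 0.0714 to 0.0783). For H3K9me3 there were 42277 peaks in EA-HFSCs and 1414 in LC-HFSCs, a ratio of 0.0334 (0.0317 to 0.0353). The change was smallest for H3K4me3, with 21482 peaks in EA-HFSCs and 14718 in LC-HFSCs, a ratio of 0.685 (0.671 to 0.6997). The LC-HFSC list was shorter than the EA-HFSC list on each of the 19 autosomes for every mark, and the ratio of the H3K27me3 lists lay between 0.0477 on chromosome 14 and 0.107 on chromosome 19. The same comparison between the non-HFSC populations gave ratios of 0.873 (0.855 to 0.893) for H3K27me3 and 1.02 (0.999 to 1.04) for H3K9me3. The last of these fell to 0.702 (0.684 to 0.722) when only peaks with a score of at least 50 were kept and to 0.195 (0.181 to 0.210) with a score of at least 100. Of the alternatives tried, keeping only peaks with a score of at least 100 moved the H3K27me3 ratio of the HFSCs most, to 0.0500.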

The overall genome-wide distribution for the marks was similar in the two studies (Fig. 2d,e), however, our data uniquely revealed fewer ChIP-seq peaks in LC-HFSCs when compared with EA-HFSCs (Fig. 2c and Supplementary Fig. 2c). Close examination of ChIP-seq data distribution across the genome showed that for H3K27me3 and especially for H3K9me3 not only the total number of peaks but also the height was dramatically decreased in LC-HFSCs (Fig. 2e,f, arrows). 

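In the EA-HFSC list for H3K27me3, the median score was 68.8 and the highest 3221, and 32.7% of the peaks had a score of 100 or more. In the LC-HFSC list the median was 61.6, the highest score 568, and 21.8% of the peaks reached 100. For H3K9me3 the EA-HFSC list had a median of 54.5, a highest score of 2983 and 13.6% of its peaks at 100 or more, and the LC-HFSC list a median of 53.5, a highest score of 445 and 13.9%. An LC-HFSC peak overlapped 6.65% of the EA-HFSC H3K27me3 peaks (6.35 to 6.97%) and 1.79% of the H3K9me3 peaks (1.67 to 1.92%), where random placement gave means of 0.485% and 0.159%. Among the highest-scoring 10% of the EA-HFSC H3K27me3 peaks, 43.1% (41.2 to 45.1%) were overlapped, and among the lowest-scoring 10% only 0.548% (0.327 to 0.918%). Of the H3K9me3 peaks, 0.993% (0.736 to 1.34%) were overlapped among the lowest-scoring 10%, 2.74% (2.29 to 3.28%) among the second-highest 10% and 1.75% (1.40 to 2.19%) among the highest-scoring 10%. The highest-scoring H3K27me3 peak of EA-HFSCs with no LC-HFSC peak lies on chromosome 6 of mm9 from 83652001 to 83675488 over the start of Vax2, with its middle in an intron, and has a score of 3100. The highest-scoring one with an LC-HFSC peak lies on chromosome 2 from 22472301 to 22484107 at the promoter of Gad2 and has a score of 3221. The peak with the highest score in the LC-HFSC list, on chromosome 10 from 84214269 to 84223890, has its middle in the 5′ untranslated region of Rfx4. For H3K9me3, the peak with the highest EA-HFSC score lies on chromosome 10 from 50611276 to 50622303 in Sim1, has no LC-HFSC peak, and also lies on an H3K4me3 and an H3K27me3 peak of EA-HFSCs. The highest-scoring H3K9me3 peak with an LC-HFSC peak ranks 36 in the EA-HFSC list with a score of 1233 and is intergenic, on chromosome 9 from 74693491 to 74700115, 12925 bp from the start of Onecut1; it also lies on an H3K4me3 and an H3K27me3 peak of EA-HFSCs. The highest-scoring LC-HFSC H3K9me3 peak is intergenic too, on chromosome 12 from 20232458 to 20240371. It meets an H3K4me3 peak of LC-HFSCs, an H3K27me3 peak of EA-HFSCs and an H3K9me3 peak in all 4 populations.

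**Figure D1:**
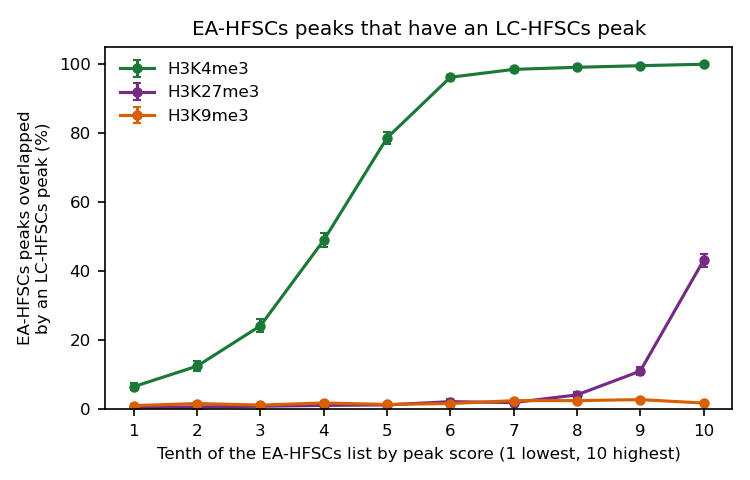
Share of EA-HFSC peaks, in percent, that are overlapped by an LC-HFSC peak of the same mark, for each of 10 equal groups of EA-HFSC peaks from the lowest to the highest score; points are shares and bars are 95% Wilson intervals. The H3K4me3 line climbs from 6.51% to 100%, the H3K27me3 line reaches 43.1% in the highest group, and the H3K9me3 line stays below 3% throughout.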

In case of H3K4me3, the number of peaks were marginally decreased in LC-HFSCs relative to the other populations (Fig. 2c,e), which prompted us to examine the ChIP-seq signals in a manner that would allow more quantitative examination of signal at discrete chromosomal loci.

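The H3K4me3 lists of the non-HFSC populations hold 24498 peaks for non-EA-HFSCs and 18996 for non-LC-HFSCs, a ratio of 0.775 (0.761 to 0.790). LC-HFSCs thus had the fewest H3K4me3 peaks of the 4 populations, 0.775 times the number in non-LC-HFSCs (0.758 to 0.792). Of the EA-HFSC H3K4me3 peaks, 66.4% (65.8 to 67.04%) were overlapped by an LC-HFSC peak, against a mean of 3.08% for randomly placed peaks. In the other direction, 98.2% (98.0 to 98.4%) of the LC-HFSC peaks lay on an EA-HFSC peak. There were 7215 EA-HFSC peaks with no LC-HFSC peak, of which 53.5% (52.3 to 54.6%) had a score under 100. The highest-scoring of them, with a score of 2074 and rank 2310 in its list, lies on chromosome 2 of mm9 from 27740320 to 27745414 at the start of Col5a1, with its middle in an intron. The first-ranked EA-HFSC peak, on chromosome 9 from 48640469 to 48646515 in Zbtb16, has an LC-HFSC peak. The first-ranked LC-HFSC peak lies on chromosome 12 from 81210204 to 81218486 at the promoter of Zfp36l1 and overlaps an H3K4me3 peak in all 4 populations.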

For this, we adapted an existing sequencing data analysis pipeline that allows direct comparisons of fold changes at defined chromosomal loci across samples (see the Methods for details). We defined 201,177 chromosomal loci (Fig. 3a), in which at least one of the three marks was detected as a ‘peak' (via MACS, model-based analysis of ChIP-Seq^24^) in any one of our populations. 

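Overlapping or touching peaks of the 12 deposited lists, 219698 in all, were merged over the 4 populations and 3 marks which gave 99196 loci. Of these, 80176 (80.8%) had a peak of a single mark, 16798 (16.9%) had peaks of 2 marks and 2222 (2.24%) had peaks of all 3. A peak of only 1 list made up 61363 loci (61.9%), and the EA-HFSC H3K9me3 list alone gave 17280 of these. An EA-HFSC peak of any mark was present at 61863 loci (62.4%) and an LC-HFSC peak at 16685 (16.8%). Both populations had a peak at 15809 loci, and 876 loci (0.883%) had an LC-HFSC peak and no EA-HFSC peak. With peaks of at least score 100 in every list, the number of merged loci was 33197, the largest change among the alternatives.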

We then quantified the signal as ‘normalized tag density' (number of sequencing reads mapped within a specific region per total number of mapped reads normalized across analysed samples; see the Methods for details). As expected for these marks, this analysis revealed enrichment of H3K4me3 at transcription start sites (TSS), 5′ untranslated region and CpG sites, whereas H3K27me3 and H3K9me3 were enriched in regions elsewhere, such as repetitive satellite regions (Fig. 3b).

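Peaks were placed by their middle on the protein-coding genes of GENCODE vM1, which is built on the same assembly as mm9 (NCBIM37). A promoter was taken as 1000 bp upstream to 100 bp downstream of a transcript start. Of the EA-HFSC H3K4me3 peaks, 24.4% fell in a promoter and 3.73% in a 5′ untranslated region, which make up 1.83% and 0.114% of the gap-free genome. The LC-HFSC H3K4me3 peaks had 34.4% and 4.92% there. The ratio of observed to expected CpG in the sequence under the peaks was 0.496 in EA-HFSCs and 0.559 in LC-HFSCs, against 0.191 over the genome. By contrast, 62.4% of the EA-HFSC and 49.8% of the LC-HFSC H3K27me3 peaks were intergenic, with 3.41% and 9.40% in promoters. For H3K9me3, 51.8% of the EA-HFSC peaks and 65.3% of the LC-HFSC peaks were intergenic, where the genome has 60.5%. The EA-HFSC H3K9me3 list also had 11.4% of its peaks in promoters and a CpG ratio of 0.449, while the LC-HFSC list had 1.56% and 0.194. Repeat classes such as satellites were not analysed here.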

In all regions analysed, the signal appeared higher in EA-HFSCs than LC-HFSCs. This was true even for the H3K4me3 signal, which was indeed decreased not only at TSS but also overall in LC-HFSC relative to EA-HFSC by ∼2-fold (Fig. 3c). 

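Every class of region had fewer LC-HFSC than EA-HFSC peaks for each mark. For H3K4me3, the ratio of LC-HFSC to EA-HFSC peaks was 0.966 in promoters (5062 and 5240 peaks), 0.905 in 5′ untranslated regions, 0.623 in introns and 0.442 between genes (2207 and 4989 peaks). For H3K27me3 it was 0.206 in promoters (179 and 870 peaks), 0.0814 in introns and 0.0595 between genes (948 and 15932 peaks). For H3K9me3 the order of these classes was turned around, with 0.00439 in promoters (21 and 4787 peaks), 0.0248 in introns and 0.0401 between genes (877 and 21845 peaks). The H3K9me3 ratio was higher still in other exons, at 0.0580 (77 and 1327 peaks), and in 3′ untranslated regions, at 0.1 (38 and 380 peaks). With the EA-HFSC peaks sorted by region, an LC-HFSC peak overlapped 83.5% (82.5 to 84.5%) of the H3K4me3 peaks in promoters and 41.5% (40.1 to 42.8%) of those between genes. In introns the share was 68.4% (67.4 to 69.3%). A peak over a gene start whose middle lies over 100 bp downstream is not counted as promoter, as with the EA-HFSC peak in Zbtb16. A shift of peak middles can thus move counts between classes, and 0.966 is not the share of promoter peaks kept.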

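The H3K4me3 peaks covered 56.1 Mb of the genome in EA-HFSCs and 37.7 Mb in LC-HFSCs, a ratio of 0.671. Their mean width was 2612 bp in EA-HFSCs and 2559 bp in LC-HFSCs, so the covered length fell with the number of peaks. The tag density within peaks is not part of the peak lists, and the sum of tag densities over loci was not analysed here. In non-EA-HFSCs and non-LC-HFSCs, H3K4me3 peaks covered 48.8 and 37.5 Mb. The H3K27me3 peaks covered 58.2 Mb in EA-HFSCs and 7.41 Mb in LC-HFSCs, and the H3K9me3 peaks 38.1 and 2.75 Mb. The covered length of these 2 marks also fell between the non-HFSC populations. For H3K27me3 it went from 68.3 Mb in non-EA-HFSCs to 35.9 Mb in non-LC-HFSCs, a ratio of 0.525. For H3K9me3 it went from 24.0 to 11.7 Mb, a ratio of 0.488. That H3K9me3 ratio was 0.327 with a score of at least 50 and 0.104 with a score of at least 100. In the HFSCs, the H3K27me3 ratio of covered length moved from 0.127 to 0.0726 with a score of at least 100. The LC-HFSC peaks of H3K27me3 and H3K9me3 were wider, with a mean of 3879 bp for H3K27me3 and 1947 bp for H3K9me3 against 2280 and 900 bp in EA-HFSCs.

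**Figure D2:**
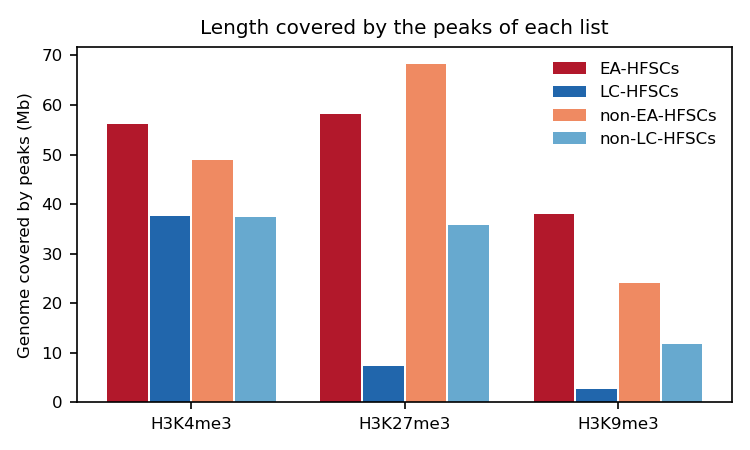
Length of the genome in Mb covered by the peaks of each of the 12 lists, with a bar for each population within each mark and 1 list per bar, so that there are no error bars. LC-HFSCs have 37.7 Mb for H3K4me3, close to the 37.5 Mb of non-LC-HFSCs, and the shortest bars for H3K27me3 (7.41 Mb) and H3K9me3 (2.75 Mb).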

The decrease was in line with our previous observations, but the fold change was less than expected from our western blots and immunofluorescence data. One possible explanation for this apparent difference, aside from inherent caveats of different methods of comparisons, is that in addition to its enrichment within defined narrow peaks analysed in ChIP-seq, H3K4me3 mark might also have a broad distribution across the genome, which is detected as ‘background' and hence lost in peak calling methods. 

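The position of H3K4me3 peaks was followed across transcription start and termination sites of the 22367 protein-coding genes in steps of 50 bp, from 2500 bp upstream to 2500 bp downstream, as the percent of genes whose position was covered by a peak. At the start site itself, 57.03% of genes were covered in EA-HFSCs and 51.2% in LC-HFSCs. The highest cover was 57.2% at 150 bp downstream in EA-HFSCs and 51.3% at 200 bp downstream in LC-HFSCs. The ratio of LC-HFSCs to EA-HFSCs was highest at 650 bp downstream of the start, at 0.904, and lowest at position −2100, at 0.463. At the termination site, the cover was 6.06% in EA-HFSCs and 3.93% in LC-HFSCs. EA-HFSCs were above LC-HFSCs at each of the 101 positions around both kinds of site. Peak cover counts where a peak was called and does not measure the signal within it.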

Examination of H3K4me3 levels distribution across transcription start (TSS) and termination sites, also revealed consistent elevated levels for EA-HFSCs relative to LC-HFSCs (Fig. 3d,e and Supplementary Fig. 2d). Similarly, H3K27me3 and H3K9me3 were also decreased in LC-HFSCs across several types of chromosomal loci analysed (Fig. 3b,e). In addition, a quantitative approach using FPKM (Fragments Per Kilobase of transcripts per Million mapped reads^25^) signals allowed clustering analysis and heat mapping of ChIP-seq signals, which confirmed once more hypomethylation of specific chromosomal loci in LC-HFSCs for all the marks (Fig. 3f–h). 

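Around transcription start sites, H3K27me3 peaks covered at most 9.01% of genes in EA-HFSCs, at 750 bp downstream, and 2.40% in LC-HFSCs, at 1000 bp downstream. The ratio of LC-HFSCs to EA-HFSCs stayed between 0.222 and 0.276 over the window. H3K9me3 peaks covered 32.4% of genes at the start site in EA-HFSCs and 0.0939% in LC-HFSCs. At the termination site, H3K27me3 covered 2.85% and 0.765% of genes and H3K9me3 2.38% and 0.322% in EA-HFSCs and LC-HFSCs. As for H3K4me3, the EA-HFSC value was the higher at every position.

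**Figure D3:**
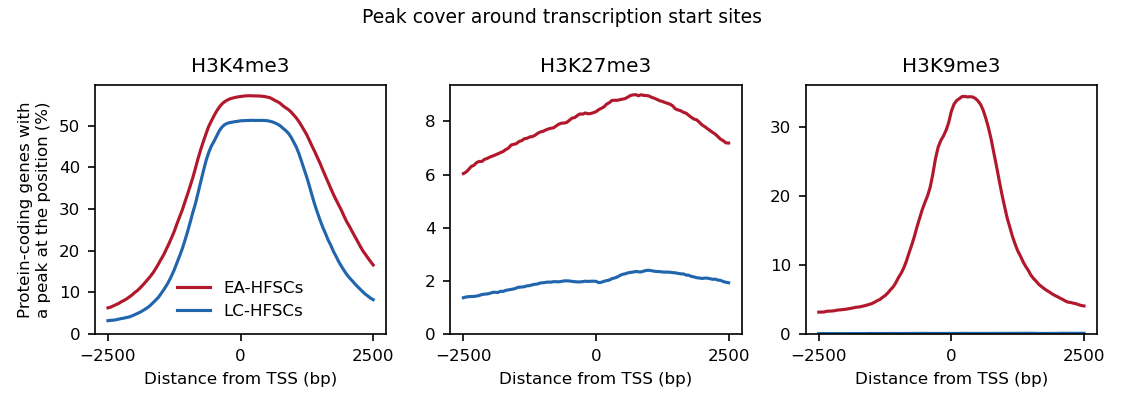
Percent of protein-coding genes with a peak at each position from 2500 bp upstream to 2500 bp downstream of the transcription start site in EA-HFSCs (red) and LC-HFSCs (blue), with a panel and its own vertical scale for each mark. The EA-HFSC line lies above the LC-HFSC line at all 101 positions in each panel, and the LC-HFSC line for H3K9me3 runs along the axis, with a maximum of 0.125%.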

We conclude that LC-HFSCs show global hypomethylation of H3 K4/K9/K27me3 relative to EA-HFSCs, and that this is true for chromatin-bound H3 histones at specific and functional genome-wide elements.

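Of the LC-HFSC peaks that were left, 95.2% (94.2 to 96.1%) for H3K27me3 and 42.6% (40.0 to 45.2%) for H3K9me3 lay on an EA-HFSC peak of the same mark. Random placement gave means of 5.27% and 4.40%. With an overlap of at least 50% of the peak, the 2 shares were 92.8% and 12.3%. With the same number of top-scoring peaks from each list, they were 62.1% and 1.20%. A larger share of the LC-HFSC H3K9me3 peaks, 87.5% (85.7 to 89.1%), lay on a peak of non-EA-HFSCs. The H3K9me3 lists of the 4 populations differed in where their peaks were. In EA-HFSCs, 24.5% (24.1 to 24.9%) of the H3K9me3 peaks overlapped an H3K4me3 peak of the same population, against a mean of 3.00% for random placement. This share was 0.354% (0.151 to 0.825%) in LC-HFSCs, 0.912% (0.783 to 1.06%) in non-EA-HFSCs and 9.70% (9.28 to 10.1%) in non-LC-HFSCs, with random means of 2.55%, 3.07% and 1.99%. Away from the peaks of the other 2 marks in any population, there were 20527 H3K9me3 peaks in EA-HFSCs and 1227 in LC-HFSCs, a ratio of 0.0598. From the lower number of peaks, the lower signal at defined loci and the lower levels around TSSs and termination sites, the paper concludes that the 3 marks are globally lower on chromatin in LC-HFSCs than in EA-HFSCs. Apart from sequencing, it also reports weaker staining of the marks in catagen bulge cells and less H3K9me3 by western blot of sorted LC-HFSCs.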

### Poor mRNA and H3 K4/K9/K27me3 correlation in quiescence

The global hypomethylation observed in LC-HFSCs prompted us to question the correlation between changes in levels of mRNAs and H3 K4/K9/K27me3 levels at specific TSS gene loci. We used our Affymetrix microarray data from sorted HFSCs (Supplementary Data 1, see the Methods for details) and selected 24,778 genes (for H3 K4/K9me3) and 10,345 genes (for H3K27me3) that showed detectable signal in either microarray or ChIP-seq analysis. We found that in LC-HFSCs, irrespective of changes in mRNA levels, ∼90% genes with H3K4me3 or H3K9me3 on TSS and 64% with H3K27me3 on TSS downregulated the mark (Fig. 4a). 

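A gene was counted as marked when a peak lay within 3000 bp of its annotated start, over the protein-coding genes. In EA-HFSCs, 13508 genes had an H3K4me3 peak there, and 12028 of them, 89.0% (88.5 to 89.6%), also had one in LC-HFSCs. For H3K27me3, 745 of 2918 genes kept a peak, 25.5% (24.0 to 27.1%), and for H3K9me3 43 of 10120, 0.425% (0.316 to 0.572%). Peaks were thus lost at 1480 genes (11.0%) for H3K4me3, 2173 genes (74.5%) for H3K27me3 and 10077 genes (99.6%) for H3K9me3. Genes with a peak in LC-HFSCs and not in EA-HFSCs numbered 24, 13 and 23 for H3K4me3, H3K27me3 and H3K9me3. A gene whose signal fell without losing its peak counts as kept here, since the lists give presence and not tag density. Between the non-HFSC populations, peaks were kept at 94.3% (93.9 to 94.7%) of genes for H3K4me3 and 70.9% (69.4 to 72.4%) for H3K27me3. For H3K9me3, non-EA-HFSCs had a peak at 626 genes and non-LC-HFSCs at 2605. Of the 1766 genes with both H3K4me3 and H3K27me3 in EA-HFSCs, 221 had both in LC-HFSCs, 753 had H3K4me3 alone, 272 had H3K27me3 alone and 520 had neither. Keeping only peaks with a score of at least 100, a setting chosen for these genes after the data had been seen, moved the H3K27me3 share most, to 11.6%. The same setting turned the order of the non-HFSCs around for H3K9me3, with a peak at 196 genes (0.876%, 0.762 to 1.01%) in non-EA-HFSCs and at 120 (0.537%, 0.449 to 0.641%) in non-LC-HFSCs.

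**Figure D4:**
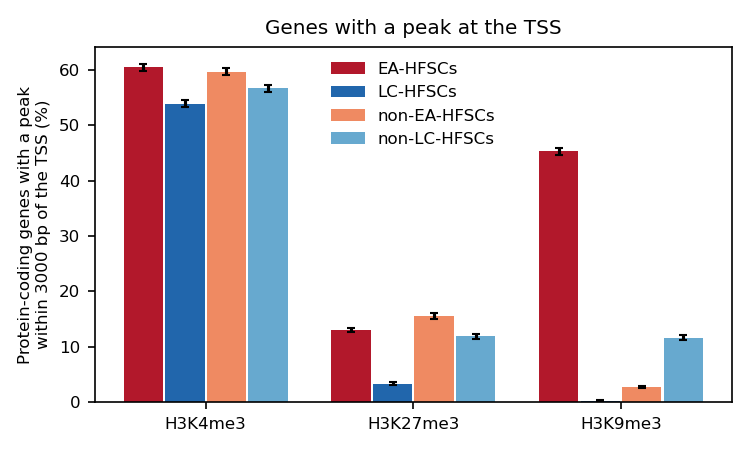
Percent of protein-coding genes with a peak within 3000 bp of the TSS for each mark and population; bars are shares from 1 list each and error bars are 95% Wilson intervals. LC-HFSCs have the lowest bar for each mark, with 53.9% for H3K4me3, 3.39% for H3K27me3 and 0.295% for H3K9me3, and the H3K9me3 bar of EA-HFSCs, 45.2%, stands above those of the other 3 populations.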

As with the analysis of the whole genome, this was again most pronounced for H3K9me3 and least pronounced for H3K4me3. Our analysis of data from the study by Lien *et al*.^23^ showed similar reduction for H3K27me3 but not for H3K4me3 in LT-HFSCs (Supplementary Fig. 3); it is likely that H3K4me3 was already regained by the late telogen stage analysed in that study, as also suggested by our western blot analysis (Fig. 1j). Also note that normalization to IgG (not available for Lien *et al*.^23^) accounts for accessibility of antibodies to the chromatin and noticeably modify quantitative ChIP-seq data distribution (Supplementary Fig. 3). Comparison of EA-HFSCs and non-EA-HFSCs showed better correlation of mRNA and histone mark levels (Supplementary Fig. 3b), suggesting that the LC-HFSCs might represent a special case (see the Discussion for details).

Next, we asked if subsets of genes that we pre-define based on function, might be differentially methylated at the HFSCs transition to quiescence. General histone H3 K4/K9/K27me3 decrease at TSS in LC-HFSCs relative to EA-HFSCs was detectable in all functionally defined gene sets analysed (Figs 4b and 5a–d, and Supplementary Data 2), with two notable exceptions. 

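Peaks at the TSS were counted for the 3 gene sets of Supplementary Data 2 whose lists were used here: genes upregulated in the bulge (GUB, 218 of 220 symbols matched), genes downregulated in the bulge (GDB, 99 of 99) and constantly expressed genes (417 of 421). Among the 99 GDB genes, 80 had an H3K4me3 peak in EA-HFSCs and 72 in LC-HFSCs, 24 and 1 had an H3K27me3 peak, and 57 and 0 had an H3K9me3 peak. The constantly expressed genes, 422 in the annotation, had H3K4me3 at 405 genes in EA-HFSCs and 400 in LC-HFSCs, 96.0% (93.6 to 97.5%) and 94.8% (92.2 to 96.5%). Of these genes, 400 had the peak in both populations, 5 in EA-HFSCs alone and 0 in LC-HFSCs alone. Their H3K9me3 peaks went from 332 genes (78.7%) to 0, and their H3K27me3 peaks from 9 genes to 0. GUB genes had H3K4me3 at 203 genes in EA-HFSCs and 197 in LC-HFSCs, and H3K9me3 at 87 and 0 genes, of the 221 genes matched. The paper's own log2 ratios of LC-HFSC to EA-HFSC signal at the TSS, taken from the first row of each gene in Supplementary Data 2, have medians of −1.13 for H3K4me3 and −1.31 for H3K9me3 in GUB, −0.48 and −1.86 in GDB, and −0.92 and −1.99 in the constantly expressed genes.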

First, a relatively large fraction of Genes Upregulated at the mRNA level at all hair cycle stages in the Bulge (GUB) showed elevated H3K27me3 mark in LC-HFSCs (Figs 4b and 5a, arrow), whereas all other gene sets showed reduced H3K27me3 levels. 

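An H3K27me3 peak lay within 3000 bp of the TSS of 18 of the 221 GUB genes in EA-HFSCs (8.14%, 5.21 to 12.5%) and of 4 in LC-HFSCs (1.81%, 0.706 to 4.56%). Of the 4, Fyn, Hoxd8 and Crabp1 had a peak in both populations and Mfge8 in LC-HFSCs alone; these were named because of their small number, after the values were seen. The other 15 GUB genes with a peak in EA-HFSCs had none in LC-HFSCs, and 202 had none in either. In the non-HFSCs, 102 GUB genes (46.2%, 39.7 to 52.7%) had a peak in non-EA-HFSCs and 79 (35.7%, 29.7 to 42.3%) in non-LC-HFSCs. The paper's log2 ratios of LC-HFSC to EA-HFSC H3K27me3 signal at GUB genes in Supplementary Data 2 have a median of 0.56, and 47.7% of the genes reach the paper's 1.5-fold increase. The paper's H3K27me3 ratios have a median of −0.47 in GDB and of 0.07 in the constantly expressed genes, of which 11.6% reach a 1.5-fold increase and 6.41% a 1.5-fold decrease. These ratios come from tag densities normalized to mapped reads, which the peak lists do not hold.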

Second, a set of genes previously defined as cell cycle regulators and skin tumour suppressors did not show a decrease of H3K4me3 level at the TSS in LC-HFSCs, like all the other gene sets did, and displayed a striking and atypical lack of H3K27me3 in both LC-HFSCs and EA-HFSCs (Fig. 4b,c, and Supplementary Data 2). These data show that most TSSs lose their histone marks to some degree in LC-HFSCs, and this is irrespective of the mRNA level changes. This loss is most pronounced for H3K9me3, and least pronounced for H3K4me3, whereas H3K27me3 show intermediate decrease and special behaviour at specific gene sets, suggesting these are under specific regulation. These data suggest that the level of H3 K4/K9/K27me3 does not dictate mRNA levels in quiescent HFSCs at catagen.

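The list of cell cycle regulators and tumour suppressors was not used here as a set, and the data are given for the genes named in Fig. 4c, with peaks within 3000 bp of any annotated transcript start. Cdkn1c, which encodes p57, lies on the minus strand of chromosome 7 of mm9 from 150644255 to 150646955. In EA-HFSCs it had an H3K4me3 peak with a score of 152, an H3K27me3 peak with a score of 53.0, above 30.6% of that list, and 2 H3K9me3 peaks. LC-HFSCs and non-LC-HFSCs had no peak of any of the 3 marks there, and non-EA-HFSCs had an H3K4me3 peak with a score of 124 and an H3K27me3 peak with a score of 339. Cdkn2b, which encodes p15, lies on the minus strand of chromosome 4 from 88952198 to 88956941 and had an H3K4me3 peak in all 4 populations. The higher-scoring of its 2 H3K27me3 peaks in EA-HFSCs spans 88944750 to 88959040 with a score of 2372, above 99.6% of that list, and the LC-HFSC peak spans 88944818 to 88955385 with a score of 50.5, above 29.8% of its list. Cdkn2a, which encodes p16, lies next to it from 88920377 to 88940557 on the same strand and also had an H3K4me3 peak in all 4 populations. That peak covers the start of the gene at 88940557 in each population. Which transcript of the gene begins there was not examined, so the peak is not assigned to p16. The highest-scoring H3K27me3 peak of Cdkn2a scored above 99.1% of the EA-HFSC list and above 95.5% of the LC-HFSC list. In EA-HFSCs there were 8 H3K9me3 peaks near the transcript starts of Cdkn2a and 2 near those of Cdkn2b, and in LC-HFSCs none. For the whole set, the paper reports that H3K27me3 was lacking in both HFSC populations and that H3K4me3 did not fall. The H3K27me3 peaks at Cdkn2a and Cdkn2b, and the H3K4me3 peak of Cdkn1c that LC-HFSCs lack, differ from this for these genes. The paper compared signal at the TSS, which peaks do not measure.

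**Figure D5:**
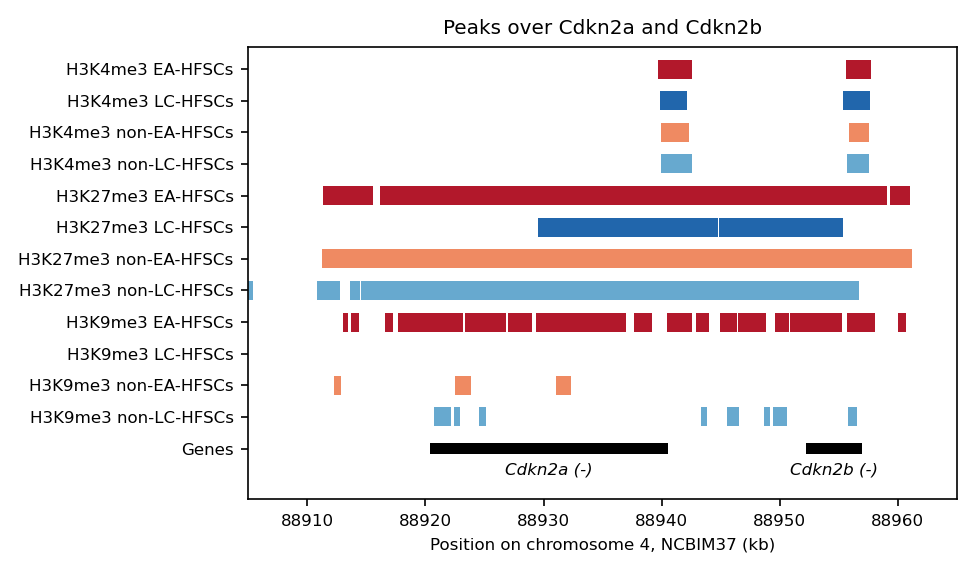
Map of chromosome 4 of NCBIM37 around Cdkn2a and Cdkn2b, with position in kb on the horizontal axis, a row for each of the 12 peak lists in which each bar is a peak, and the genes in black with their strand. H3K27me3 peaks lie over both genes in all 4 populations, and the LC-HFSC row for H3K9me3 is empty.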

### H3 K4/K9/K27me3 reduction in quiescence governs homeostasis

To examine how histone methyl mark levels are regulated, we considered three possibilities: (i) direct correlation with cell cycle entry; (ii) passive dilution over multiple divisions and (iii) changes in levels of histone-modifying enzymes^26^. We examined correlation with cell cycle entry by quantifying H3K9me3 immunofluorescence signal as foci-positive and -negative cells in CD34+ bulge cells co-stained for proliferation markers 5-bromodeoxyuridine (BrdU) or Ki67 at anagen (PD25). We found that the majority (>70%) of BrdU+ and Ki67+ HFSCs at anagen were H3K9me3 foci+ (Fig. 6a, left), suggesting that actively cycling HFSCs are generally highly methylated. The un-methylated CD34+ bulge cells (H3K9me3 foci−) showed only 6% proliferative (BrdU+) cells, whereas methylated CD34+ cells showed 30% BrdU+ cells (Fig. 6a, right). These data suggested that the high levels of marks and active cell cycle are somewhat, but not strictly, correlated in CD34+ bulge cells at anagen. In fact, at late anagen (PD34) when HFSCs are already known to have exited cells cycle and entered G0 quiescence^16^, the level of marks appeared still high (Fig. 1h and Supplementary Fig. 1). All these data suggested that H3K9me3 levels did not strictly correlate with cell cycle and were likely related to hair cycle stage.

Simultaneously, we had examined if hypomethylation was a result of marks being passively diluted over divisions that occurred in the bulge at anagen. We counted H3K9me3 foci-positive and -negative cells in CD34+/α6+ HFSCs that were FACS separated based on their division history over one hair cycle. Divisions were indicated by H2B-GFP dilution in 2- and 4-week doxycycline chases performed on *pTRE-H2BGFP; K5tTA* mice^18^,^19^ (Fig. 6b–d, see the Methods for details). All cells irrespective of division history showed relatively high levels of marks at late anagen (PD35). By PD49, all bulge cells showed relative loss of marks, but the frequently divided bulge cells showed slightly more marks than the infrequently divided bulge cells (Fig. 6e). These results contradict the passive dilution model.

Finally, we examined mRNA levels by quantitative real-time reverse transcriptase–PCR (qRT–PCR) of FACS-isolated (CD34+/α6+) LC-HFSCs (∼PD42) and EA-HFSCs (∼PD25), focusing on candidate chromatin-related genes identified by previous microarray data^16^,^27^ (Fig. 6f and Supplementary Fig. 4a). Importantly, we found that H3 methylases *Ezh2* (H3K27me3), *Suv39h1/2* (H3K9me3) and *Set1b* (H3K4me3) were highly expressed in EA-HFSCs and were significantly downregulated in LC-HFSCs (Fig. 6f, left). This was in line with our observed high level of histone marks in EA-HFSCs and the decreased level in LC-HFSCs (Figs 1, 2, 3). A number of histone demethylases for each mark were also expressed in EA-HFSCs (Fig. 6f, right) and these could be responsible for the decrease in marks we detected by late catagen. Most of these genes (with the exception of *Jarid1a*) were also downregulated by catagen (Fig. 6f, right), which might indicate that LC-HFSCs reached a steady state that does not require maintenance of high levels of histone methylases or demethylases.

Next, we examined the potential implication of histone demethylases in erasure of histone H3 K4/K9/K27me3 marks in HFSCs at catagen, and probed the functional significance of these levels. We employed demethylase chemical inhibitors (DIs) known to be specific for H3 K4me3, K9me3 (ref. 28) and K27me3 (ref. 29), shown by biochemical and structural studies to have potent and specific activities towards these modifications. We applied a cocktail of DI onto mouse back skin from anagen (PD32) up to different time points, and assessed the proliferation status of hair follicle in the subsequent hair cycle stage at early anagen (Fig. 7a). We used mice from a 1:1 mixed (CD1 × Fvb) genetic background, which we previously found to have a relatively shorter second telogen and more consistent early onset of the second adult anagen^27^,^30^, than other common mouse strains. Western blot analysis of histones extracted from total mouse skin DI-treated for 7 days (PD32–39; Fig. 7a, scheme 1) showed increased histone methylation levels (Fig. 7b,c) confirming the activity of DI *in vivo*. Similarly, CD34+ bulge cells also showed increased methylation levels by immunofluorescence and its quantification (Fig. 7d,e). When we interrogated timing of early anagen onset at the expected later stages (∼PD56–62), the mice treated with DI (Fig. 7a, scheme 2), showed a delay relative to untreated (no DI) mice both by morphology and by number of proliferative hair germ cells (Fig. 7f–h). Finally, mice treated with DI in catagen (PD35–42; Fig. 7a, scheme 3) failed to grow new hair in the subsequent hair cycle when monitored long-term up to PD98, whereas control mice clearly showed hair shaft growth throughout substantial portions of the shaved region (Fig. 7i). Taken together, these results demonstrate the importance of reducing H3 K4/K9/K27 trimethylation levels in the skin during quiescence for proper subsequent hair follicle homeostasis.

### BMP signalling regulates H3 K4/K9/K27me3 levels

Because the decreased levels of methylation observed to occur by late catagen was apparent in the whole skin (Fig. 1c–g and Supplementary Fig. 1a,b), we wondered if a skin diffusible factor might be implicated in regulation. Skin at catagen/telogen lacks diffusible proliferation signals, such as epidermal growth factor (EGF) and Wnt, and elevates inhibitory signals, such as BMP^14^. Indeed, we find that intra-dermal injection of Noggin (Fig. 8a), a BMP antagonist^31^, during the long second telogen was sufficient to increase the histone H3 K4/K9/K27me3 mark levels in bulge cells (Fig. 8b,c) before activation of proliferation (Fig. 8d,e). Furthermore, withdrawal of serum (lack of proliferative signals) and addition of BMP4 (increase of repressive signal) in cultured keratinocytes downregulated a number of methylases and upregulated demethylases at their mRNA level (Fig. 8f and Supplementary Fig. 4b). Histone methylation levels did not change noticeably upon serum removal and addition of BMP4 during the 12-h course of this experiment, as judged by microscopy of immunofluorescence-labelled cells, suggesting demethylation might be a relatively slow process. Alternatively, *in vitro* conditions might not completely mimic the skin environment at catagen onset. Nevertheless, these results demonstrate that BMP signalling, known to induce and maintain HFSC quiescence *in vivo*^14^,^31^ can also produce immediate changes in mRNA levels of methylases and demethylases in skin keratinocytes. These changes are consistent with an eventual decrease of methylation, which is detectable *in vivo* at the time of hair cycle when the BMP signals are known to be elevated and begin to act^14^,^31^. Moreover, we found that bulge HFSCs depend on active BMP signals *in vivo* to maintain low levels of histone H3 methylation.

## Discussion

Our data suggest that quiescent HFSCs display chromatin features previously associated with high plasticity and low epigenetic identity in ESCs and in quiescent T-cell progenitors^2^,^11^. These are characterized by low levels of histone H3 K4/K9/K27me3 in HFSCs at catagen. Suggestively, this state occurs at the stage during hair homeostasis when quiescent HFSCs are most naïve with respect to fate choice and are preparing for subsequent decisions to either differentiate or self-renew (Fig. 9). Strikingly, the global decrease in levels of histone H3 K4/K9/K27me3 we found at this stage did not affect the mRNA levels in the expected direction. One possible explanation is that steady-state mRNA levels detectable by microarrays are not an accurate reflection of active transcription, and that at catagen mRNA levels are determined by post-transcriptional regulation. Another possibility is that in quiescence (in the absence of cell division) methylation level does not have a direct impact on ongoing or active transcription. Methylation impact on transcription can occur not only by change in binding of transcription factors at functional elements, but also at the large-scale chromatin level. For instance, physical association *in trans* of genes with large heterochromatic structures (associated with high level of H3K9me3) could broadly enforce gene repression^11^,^32^. Genome-wide changes in histone methylation levels suggest that regulation at the large-scale chromatin level may be present in the hair follicle homeostasis.

Histone methylation has been deemed a long-range type of epigenetic mark that enforces patterns of gene expression over *multiple rounds of cell division*^33^. HFSCs do raise their H3 K4/K9/K27me3 levels back up at late telogen/early anagen, before onset of multiple rounds of imminent cell divisions. We propose methylation might be needed only in dividing cells to enforce inheritance of gene expression patterns both in the differentiating rapidly dividing matrix cells, as well as in dividing bulge cells. This way, the bulge-specific SC patterns of gene expression must be transmitted over the multiple (1–5x) rounds of symmetric bulge-cell divisions that replenish the SC pool^16^,^30^. During anagen, HFSCs remain confined to the bulge and do not differentiate to matrix or IL until they finish self-renewal, exit the cell cycle and pass once again through a new stage of G0 quiescence at catagen/telogen^16^. During this quiescence stage, we showed that the histone methyl marks are erased, perhaps reducing the strong identity of these cells as SCs. This ‘erasure' could create an ‘empty page' in the genome, onto which new marks could later on be rapidly and efficiently added in the required patterns to either make matrix (progenitors) or bulge (stem) cells later on when proliferation starts again. The pattern corresponding to make either one of the two possible fates (matrix versus bulge) would be dictated by the location of the HFSCs within the niche (bulge) or outside the niche (hair germ). This model would predict that maintaining the levels of histone methylation high throughout quiescence in SCs, would block them from adopting a normal hair germ fate, characterized by abilities for subsequent rapid activation and proliferation at anagen onset. As recent studies have shown, HFSCs possess heterogeneous behaviour with respect to their spatial positioning within the niche^34^. Thus, in the future, additional markers that would allow one to more finely tease apart different populations of HFSCs (that is, old bulge versus new bulge or upper bulge versus lower bulge) as well as the ability to sort SCs during early catagen (as they are migrating outside of their niche and are not yet established as new bulge versus hair germ cells), may be utilized to more directly probe the regulation of histone methylation in HFSC fate plasticity. With that said, before anagen onset it seems both hair germ cells and bulge cells retain the ability to interconvert^16^,^19^,^34^,^35^,^36^, thus their plasticity likely remains high until proliferation onset, which might irreversibly seal their fate.

Because of multiple methylases and demethylases that are simultaneously expressed in the bulge, genetic targeting to simultaneously modulate H3 K4/K9/K27me3 levels in HFSCs is not trivial. Our chemical inhibition of three classes of demethylases during 1-week of catagen in which subsequent hair growth is extensively delayed, comes close in supporting our model, although it cannot exclude the possible effects from the environment. Further testing will be needed in future by creating epithelial-conditional mouse models with concomitant forced-expression of several methylases in each class and/or concomitant knockdown of multiple demethylases, to complement our chemical inhibition studies. The advent of new genetic targeting approaches^37^ might make this endeavour feasible in the foreseeable future. Suggestively, overexpression *of Ezh2* in haematopoietic SCs promoted self-renewal at the expense of differentiation^38^, supporting our model. Importantly, the onset and maintenance of both quiescence^14^,^31^ and low histone marks (this work) coincide and seem to be regulated via the same signals (BMP) that temporally and functionally couple these two processes in the tissue. Recent studies concur with our model, and suggest that BMP signalling greatly influences the outcome of bulge SC fate^39^, and pSmad1/5, a BMP effector, directly binds upstream of multiple histone demethylases in HFSCs from second telogen^40^. However, ChIP-seq of pSmad1/5 at catagen is not currently available, and it remains possible that the regulation of H3 K4/K9/K27me3 levels throughout the skin by BMP occurs indirectly, by secondary induction of an intermediate pathway.

That demethylation observed at catagen occurs throughout the skin and is not epithelial specific is interesting, and is possible that BMP works in parallel with other signals at this stage to influence levels of methylation in different skin compartments. This is especially relevant as nuclear pSmad1/5 is only detected in the hair follicle but not in the epidermis^40^. In cell culture, loss of proliferative signals influence methylase/demethylase mRNA expression in a manner similar to the addition of BMP (this work). Thus, it is possible that lack of proliferative (that is, Wnt) signals *in vivo*, might influence the level of methylation in different skin compartments, such as epidermis, at catagen. Indeed, recent studies suggest that β-catenin is highly present in the basal layer of interfollicular epidermis and modulates transcription of demethylases^41^, some of which are crucial for epidermal self-renewal^42^. Finally, in HFSCs, the Wnt pathway effector TCF3/4 directly binds to promoters of demethylases, suggesting direct transcriptional regulation^41^. Thus, the coupling between signalling, histone-modifying enzymes and methylation levels in different skin compartments, as well as their overall impact in skin biology might involve complex signalling networks that require further investigation.

Finally, it will be interesting to examine how the level of histone H3 methylation marks might interface with other mechanisms of HFSC plasticity. Recently, it has been shown that HFSCs are characterized by the activity of a number of super-enhancers that have been defined as chromatin domains with high levels of H3 K27 acetylation, low levels of H3K27me3 and the clustering of mediator together with specific HFSC transcription factors^7^. These domains are remodelled during differentiation as well as in injury and culturing conditions, but it is unclear what their status might be during catagen, when global hypomethylation is instated in HFSCs, and how this status might compare with self-renewing HFSCs during early anagen when methylation levels are globally high.

In conclusion, our work suggests an intriguing model in which tissue SC quiescence and genome plasticity are linked by signals that temporally couple tissue homeostasis with histone H3 K4/K9/K27me3 hypomethylation. Our model might be relevant to other tissue SC systems. Many, although not all, tissue SCs are preferentially quiescent and/or undergo dynamic stochastic or environmentally driven choices of either differentiation or self-renewal^20^,^43^. The most potent haematopoietic SCs reside in G0 quiescence and divide only five times in a lifetime^13^. Notably, quiescent muscle SCs^12^ and quiescent progenitor T cells also displayed globally hypo-methylated histones, and this state enhanced reprogramming efficiency in cultured T cells^11^. Thus, quiescence and plasticity, two fundamental characteristics of many tissue SCs, might be coupled via homeostatic signals and specialized chromatin states in tissues beyond hair follicles. It will be interesting to explore if hypomethylation plays a role in plasticity of not only quiescent but also more actively cycling tissue SCs, such as those of the intestine. These SCs might resemble more the situation recently described for proliferating progenitor cells in *Drosophila* embryos, where genes that change expression dramatically during development lack methylation marks^44^. Perhaps hypomethylation may be differentially implemented in distinct contexts to promote similar outcomes of enhancing plasticity for proper cell fate determination.

## Methods

### Mice, growth factor-beads injections

All mice were treated according to Cornell University Institutional Animal Care and Use Committee protocols. We used littermates CD1 × FVB wild-type strain for our analysis including histone methylation characterization and ChIP-seq. Both males and females were used for most analysis and control and experimental groups were matched by sex. For delivery of growth factor-coated beads, we used an approach previously described^18^,^31^,^45^. A small region of the mouse back skin was shaved. Recombinant mouse Noggin (R&D Systems) was injected intradermally (0.5–5 μg ml^−1^) with FluoSpheres (Invitrogen) for four consecutive days on the same region. BrdU administration was done either intraperitoneally in PBS or via drinking water bottle (25 μg per g of body weight) throughout the duration of injections. For delivery of demethylase inhibitors, GSK J1 (#4593, TOCRIS), and JIB (#4972, TOCRIS) were dissolved in dimethylsulphoxide at 100 mM concentration. 500 μM of each were diluted in 100% acetone. Back skin hairs of CD1 × FVB wild-type mice were shaved and 100 μl of inhibitors (in acetone) were topically applied to the shaved region, twice per day for 1 or 2 weeks (see Fig. 7a for experimental scheme). Control mice were treated with acetone containing the same amount of dimethylsulphoxide.

### Fluorescence-activated cell sorting

For all FACS experiments, we used a protocol that has previously been described^46^. Briefly, mouse back and belly skin cells were isolated using trypsin digestion and filtered through 70 and 40 μm cell strainers (BD Biosciences) to obtain single-cell suspensions. Cells were labelled with α-CD34-Biotin (1:50, eBiosciences), α-Streptavidin-APC (1:100, BD Pharmingen) and α-α6-integrin (1:40, CD49f, BD Pharmingen). Propidium iodide (1:1,250–1:2,500 of 1 mg ml^−1^ stock, Sigma) was used to label the dead cells. BD FACSAria in the Flow Cytometry Core at Cornell University was used for cell sorting.

### Cell culture

For growth factor removal, mixed strain (129 × BL6) of wild-type newborn mouse skin was used as described to derive primary keratinocytes, which were expanded and used for experiments (between passages 4–6)^47^. Cells were first grown to confluency. Then, cells were washed once with PBS and added serum-free media containing either recombinant BMP4 (R&D Systems) between 1 and 2 nM or its carrier (4 mM HCl in 0.1%BSA) only. Cells incubated for 6 and 12 h were harvested for RNA extractions.

### Immunofluorescence staining

Optimal cutting temperature (OCT) compound-embedded frozen skin blocks were cryosectioned, fixed, immuno-blocked and incubated with antibodies. Antibodies and dilutions used for staining are H3K4me3 (1:500, ActiveMotif), H3K9me3 (1:500, Millipore and Abcam), H3K27me3 (1:500–1:1,000, Millipore), BrdU (1:300, Abcam), CD34 (1:150, BD Pharmingen) and Ki67 (1:200, Novocastra). A fluorescence light microscope (Nikon) equipped with a charge-coupled device 12-bit digital camera (Retiga EXi; QImaging) was used to analyse all stained slides.

### Western blot

For histone protein detection, we either FACS-isolated bulge and non-bulge cells or extracted chromatin from whole skin snap frozen in liquid N_2_. From FACS-isolated bulge and non-bulge cells, cells were first incubated in Triton Extraction Buffer (PBS containing 0.5% Triton × 100 (volume per volume), 2 mM phenylmethylsulfonyl fluoride), followed by 0.2 N HCl incubation. H3K9me3 (1:500–1: 3,000; Millipore) and H3 (1:3,000–1: 10,000; Abcam) antibodies were used for immunoblotting. For whole skin chromatin extraction, tissue samples were first lysed with Buffer A (1 M HEPES-KOH, pH7.8, 3 M KCl, 1 M MgCl_2_, 1 M sucrose, glycerol and protease/phosphatase inhibitors), and the pellet after spin down was incubated with Buffer B (0.5 M EDTA, 0.5 M EGTA, and protease/phosphatase inhibitors). H3K4me3 (Active motif, 1:1,000), H3K9me3 (Abcam, 1:2,000), H3K27me3 (Upstate, 1:1,000), H3 (Abcam, 1:2,000) antibodies were used for immunoblotting. ImageJ (http://imagej.nih.gov/ij/) and AutoQuant (MediaCybernetics) were used for normalization and quantifications. Raw western blot scanned images are included in Supplementary Fig. 5.

### Quantitative real-time reverse transcriptase–PCR

A previously described method was used for RNA extraction and qRT–PCR^46^. Briefly, RNeasy Micro kit (Qiagen) was used to extract RNA from FACS-isolated cells. All RNA samples were quality checked with Bioanalyer (Bio-Rad) through Cornell Life Sciences Core Laboratories Center. cDNA synthesis was carried out using iScript (Bio-Rad) cDNA synthesis kit according to the manufacturer's instruction. Quantitative real-time PCR reaction was carried out using homebrew SYBR Green PCR buffer. iCycler (Bio-Rad) PCR machine was used to detect fluorescence. Primers used for qRT–PCR are listed in Supplementary Table 1.

### ChIP and ChIP-seq library preparation

For ChIP using keratinocytes, a previously described method was used^46^ with minor variations. 3–5 μg of H3 (Abcam), H3K4me3 (ActiveMotif), H3K9me3 (Millipore or Abcam), H3K27me3 (Millipore) and IgG (Cell Signaling) were used for immunoprecipitation. For ChIP using FACS-isolated cells, 15–20 mice of CD1 × FVB wild-type strain between PD22–25 (early anagen, anagen I–IIIa (ref. 48)) and PD38–44 (late catagen, catagen VII–VIII (ref. 48)) were used. The stages were checked by histological sections. ∼3–4 million bulge and non-bulge cell nuclei were briefly fixed (1%, 1–2 min). Cells were dounced between 30 and 40 times in Buffer A (300 mM sucrose, 2 mM Mg acetate, 3 mM CaCl_2_, 10 mM Tris-Cl, pH 8.0, 0.1% Triton X-100, 0.5 mM dithiothreitol (DTT)) and washed (25% glycerol, 5 mM Mg acetate, 50 mM Tris, pH 8.0, 0.1 mM EDTA, 5 mM DTT). Pellet was resuspended in MNase buffer (60 mM KCl, 15 mM NaCl, 15 mM Tris-HCl, pH 7.4, 0.5 mM DTT, 0.25 M sucrose, 1.0 mM CaCl_2_) and treated with microccoccal nuclease (MNase) (50U, Affymetrix; ∼12 min, room temperature) to generate mono-nucleosomal fragments. Isolated chromatin from each sorted cell population was split into four and immunoprecipitated with antibodies indicated above. Eluted ChIP DNAs were either used for sequencing library generation. Library preparation was done essentially as described^49^. Briefly, ChIP DNA was quantified using Quant-iT dsDNA HS reagent (Invitrogen). Nanograms of ChIP DNA for each sample were processed using following steps: (i) end-repair using End-It DNA End-Repair Kit (Epicentre Biotechnologies), (ii) addition of single A-base using Klenow Fragment (3′->5′ exo-; New England Biolabs) and dATP (Invitrogen), (iii) ligation of barcoded adapters to A-overhang (Enzymatics), (iv) gel purification using SYBR gold (Invitrogen) and low Tm agarose gel, (v) PCR enrichment (13–14 cycles) using Phusion Polymerase (New England Biolabs), (vi) PCR purify using AMPure kit (Agencourt), (vii) native acrylamide gel purification, (viii) phenol/chloroform/isoamylalchol extraction and (ix) ethanol precipitation. Purified DNA samples were measured in their quality and quantity using bioanalyser before sequencing.

### ChIP-seq data analysis

*Overall workflow* ChIP library of H3K4me3, H3K27me3, H3K9me3 and IgG from EA-HFSCs, LC-HFSCs, non-EA-HFSCs and non-LC-HFSCs were sequenced (single-end) using Illumina GAIIx (86 bp) or HiSeq2000 (100 bp) at the Cornell University Institute of Biotechnology. All sequenced reads were processed as following:

- Filtering of passed reads.
- Barcode split followed by de-barcoding multiplexed samples.
- Clipping of adapter sequence that is contaminated in the reads.
- Trimming low-quality ends. Based on the resulting read-length distribution reads were trimmed to a uniform length of 70 bp.
- Filtering out reads that have 5 (of 70) base pair or more with low quality score.
- Alignment to the mouse genome (mm9) using Bowtie2 (ref. 50).
- Filtering out low-quality aligned reads using bamtools.
- Peak calling of (vii) using MACS (Model-based Analysis of ChIP-seq)^24^.
- Complimentary peak calling of (vii) using HOMER^51^.
- Combining and merging all MACS peaks from (viii) into a customized non-overlapping annotation.
- Quantification of (vii) using HOMER or Cuffdiff^25^ on pre-annotated genomic location as well as on customized annotation from (x).
- Correlation analyses of ChIP-seq reads with gene expression changes.

#### Experimental replicates

Experimental replicates (independent pools of HFSCs/non-HFSCs were isolated from independent sets of mice for ChIP). The two experimental replicates showed a high Pearson correlation coefficient for all three marks (Supplementary Fig. 2a).

#### Peak calling

MACS peak detection showed near saturation of H3K4me3 in all populations analysed. However, the number of reads was not sufficient for H3K27me3 and H3K9me3 to be saturated by MACS. This is not uncommon as both histone marks are broadly enriched throughout the genome. Therefore, to get a better representation of the distribution and enriched regions, we pooled reads from experimental replicates and analysed them together subsequently. In the end, for each sample, there were between 10 and 40 million uniquely mapped reads (except for IgG, which were between 5 and 20 million reads).

Conditions used for MACS are listed below.

For H3K4me4: macs14—tsize=70—*P*-value=1e-5—keep-dup=2—nomodel—mfold=10,40.

For H3K27me3 and H3K9me3: macs14—tsize=70—*P*-value=1e-4—keep-dup=2—nomodel—mfold=5,40.

IgG for each population was used as control for all peak calling.

Conditions used for HOMER are listed below.

findPeaks -d <tag directory> -style histone -tbp 2 -o auto -i <IgG tag directory> -F 5

Interestingly, in both analyses, number of peaks called in LC-HFSCs was significantly less than in EA-HFSCs for all three histone modification marks (Fig. 2). This was not due to the smaller number of reads sequenced. In fact, more reads were used in the LC-HFSCs (∼30–40 million) than in the EA-HFSCs (∼10–30 million). These suggest that the reads in LC-HFSCs are either not significantly enriched relative to the background or are more spread out throughout the genome.

#### Quantification of ChIP-seq reads

The primary purpose of peak calling is to identify a specific region of enrichment over the background. The peak calling methods generally calculate the fold enrichment relative to background in a given window. Thus, these values are not necessarily quantitative and comparable across different genomic regions and more importantly, are not directly comparable between two samples. To more quantitatively measure and directly compare enrichment among samples, we developed an alternative ChIP-seq analyses method.

We first called peaks using MACS for all marks in all populations using methods described in the section Peak calling. The peaks were merged, sorted and overlapping regions were combined to generate one customized annotation file containing all genomic regions displaying peaks in any of the populations analysed. This file was used to extract either the tag density (HOMER) or FPKM (Cuffdiff) values, using an RNAseq analysis pipeline. The values extracted are quantitative and are comparable across samples since both values are normalized to the overall number of mapped reads.

Using this approach, we identified 201,178 loci that cover ∼330 Mb (∼12%) of the total genome. These regions included various sites of TSS/promoters, exons, introns, intergenic regions, CpGs, untranslated regions, non-coding RNAs and multiple repeat sequences. 

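The merged loci of the 12 deposited lists covered 195 Mb, which is 7.61% of the 2559 Mb of gap-free sequence on the autosomes and chromosomes X and Y. Without merging, the lengths covered by the 12 lists summed to 426 Mb. By the middle of each locus, 5855 (5.93%) lay in a promoter, 694 in a 5′ untranslated region, 847 in a 3′ untranslated region, 2436 in another exon, 33872 (34.3%) in an intron and 55094 (55.8%) between genes. Merging peaks of a list that lay less than 1 kb apart before the lists were combined gave 199 Mb, and keeping only peaks with a score of at least 100 gave 122 Mb.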

After subtracting the normalized IgG signal at each locus, cluster analysis was performed to generate a heat map (Fig. 3). We also used other pre-annotated files available in HOMER (such as TSS) to quantify and compare the reads at or around those sites. Normalized data were used in all ChIP-seq analyses done in this study except for when comparing normalized to the pre-normalized samples (Supplementary Fig. 3).

#### Correlation of histone marks and gene expression

For gene expression, previous microarray data sets were used. Briefly, K5tTA × pTRE-H2B-GFP transgenic mice were doxy-induced from PD18–21 (ref. 16), PD22–25 (ref. 16) or PD21–42 (unpublished T. Tumbar and Y. V. Zhang). Cells from different H2B-GFP division peaks were sorted from the bulge and non-bulge. For correlation analyses done in this paper, signals from multiple peaks were combined based on the fraction of cells in each population, in order to reconstitute a single bulge signal for PD25 and PD42. Next, the reconstituted signals were divided between PD42 and PD25 bulges to get the fold changes of all genes. The fold changes were converted into log_2_ scale. For correlation between LC-HFSCs and non-LC-HFSCs, the PD42 non-bulge (CD34-) signals and the reconstituted PD42 bulge signals were compared. The reconstituted array signals are included in Supplementary Data 1.

ChIP-seq reads from EA-HFSCs, LC-HFSCs and non-LC-HFSCs were quantified at 5 kb spanning the TSSs (HOMER). Quantified reads were IgG normalized. The signals were divided between EA-HFSCs and LC-HFSCs, or between LC-HFSCs and non-LC-HFSCs to get the fold changes of all genes. The fold changes were converted into log_2_ scale. These values were matched with array signal for each gene. The data were then converted into density and plotted using R.

## Additional information

**Accession codes:** ChIP-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE78749.

**How to cite this article:** Lee, J. *et al*. Signalling couples hair follicle stem cell quiescence with reduced histone H3 K4/K9/K27me3 for proper tissue homeostasis. *Nat. Commun.* 7:11278 doi: 10.1038/ncomms11278 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5, Supplementary Table 1 and Supplementary Reference

Supplementary Data 1 Reconstituted microarray signal from HFSCs in catagen (PD42)

Supplementary Data 2 List of subsets of genes in their correlation of changes in histone marks and gene expression between EA-HFSCs and LC-HFSCs

## Figures and Tables

**Figure 1:**
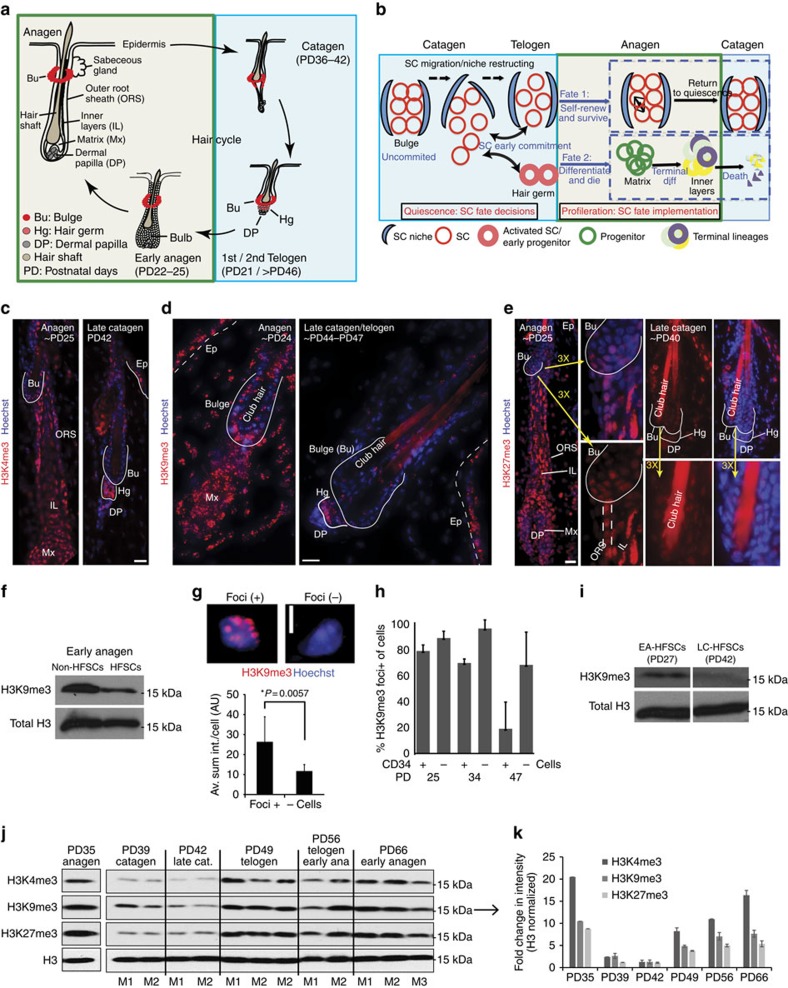
Distinct low levels of histone H3 K4/K9/K27me3 in quiescent (catagen) HFSCs. (**a**,**b**) Depiction of hair cycle and fate choices of bulge HFSCs during quiescence, before activation. (**c**,**e**) Immunofluorescence staining of histone methyl marks at hair cycle stages indicated (Bu, bulge; DP, dermal papillae; Ep, epidermis; Hg, hair germ; IL, inner layers; Mx, matrix; ORS, outer root sheath). Scale bars, 10 μm. (**f**) Western blot of H3K9me3 in histone extracts from FACS-isolated cells. (**g**) Quantification of fluorescence intensity of *z*-stack images of Foci+ and Foci- cells in the bulge from PD24 hair follicle sections shows a significant difference (Student's t-test). AU, Arbitrary Unit. Scale bar, 5 μm. (**h**) Fraction of H3K9me3 foci+ cells, quantified on cytospin of FACS-isolated cells derived from mice at PD25 (anagen, proliferation), PD34 (late anagen, ceasing proliferation) and PD47 (telogen, quiescence). (**i**) Western blot of H3K9me3 on FACS-isolated HFSCs at early anagen (EA) and late catagen (LC). Notice the reduction of H3K9me3 in late catagen. (**j**) Western blot of histone marks on total skin histone extracts from different stages of hair cycle. Notice the reduction of all three marks in catagen skin relative to other stages. All western blots showed a single band between 15 and 17 kDa region, which corresponds to the correct size of histone H3 protein. (**k**) Band intensities from **j** were quantified and normalized to total H3 to calculate the fold differences. Fold changes were averaged among mice at the same stage.

**Figure 2:**
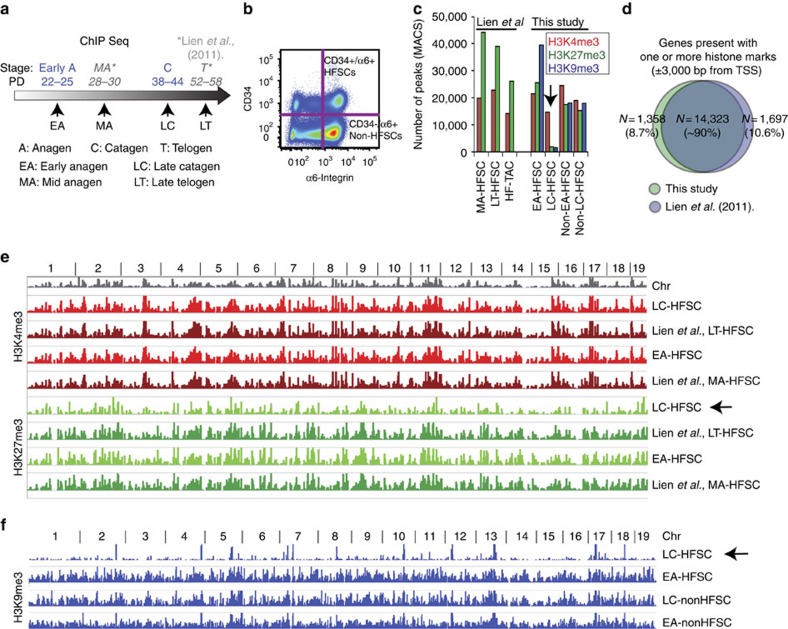
ChIP-seq of HFSCs reveals genome-wide reduction of H3 K9/K27me3 in catagen. (**a**) Scheme of hair cycle stages that were used for ChIP-seq of this work (blue) and Lien *et al*. (* gray)^23^. (**b**) Representative FACS plot that shows the sorting scheme of HFSCs and non-HFSCs. (**c**) Total number of peaks called for all three marks using MACS^24^. Raw ChIP-seq signals from publically available databases (GEO accession: GSE31239) were employed in our analysis methods to generate peaks for the Lien *et al*.^23^ study that were directly comparable with our data. Note the reduction in the total peak number in LC-HFSCs (arrow), especially prominent for K9/K27me3. (**d**) Venn diagram of all genes present with one or more histone marks in their transcription start sites, within 3,000 bp upstream and downstream. Note that ∼90% of genes are commonly marked in the two studies that used independent ChIP-seq methods. (**e**) Genome view of MACS peaks from ChIP-seq data of this study and of the study by Lien *et al*.^23^. Chr, chromosome number. Note that large-scale enrichment patterns across the genome are similar between the two studies, as expected. H3K27me3 shows visible reduction in overall signal in LC-HFSCs. (**f**) Genome-wide view of H3K9me3 (K9) ChIP-seq peaks in different sorted populations. Chr, chromosome number. Notice a dramatic reduction in the overall signal in LC-HFSCs.

**Figure 3:**
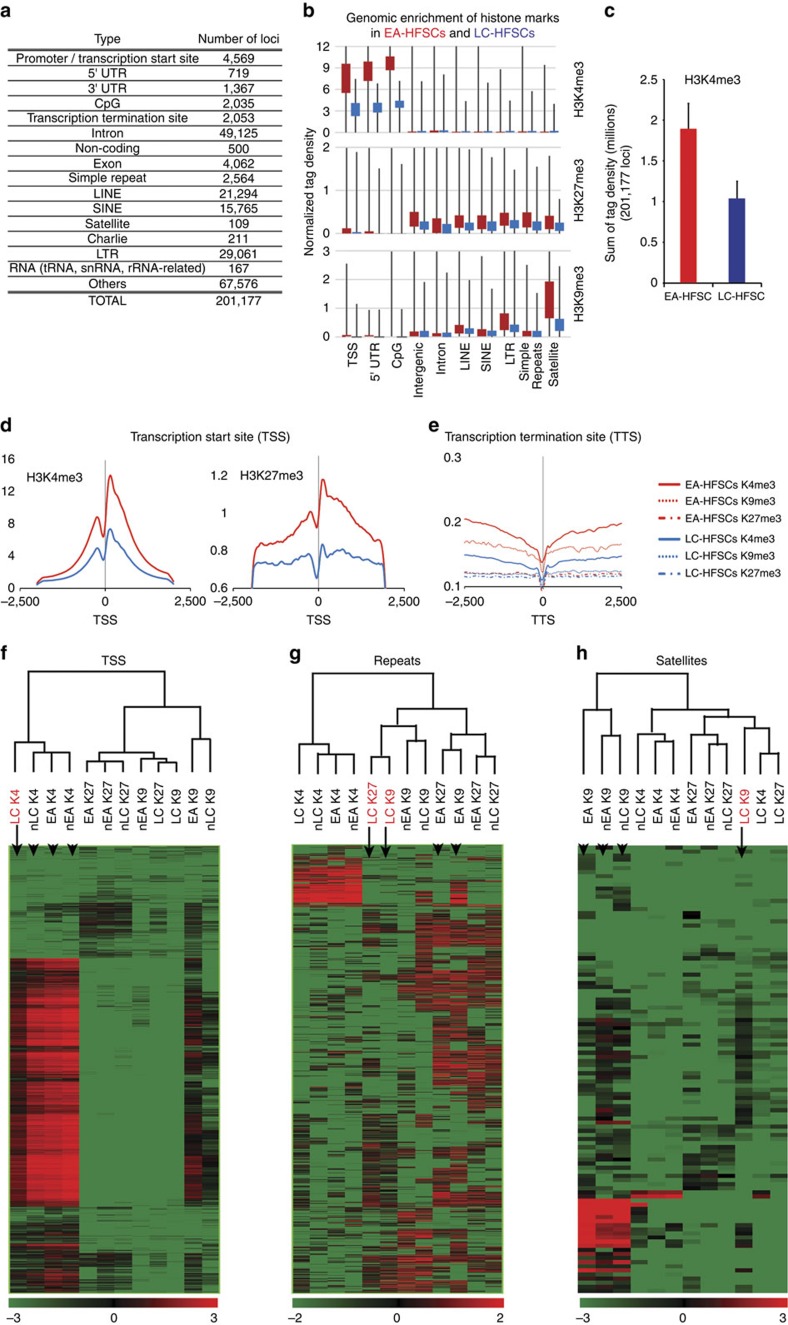
Reduction of H3 K4/K9/K27me3 at functional genomic regions at catagen. (**a**) List of all genomic regions covered by MACS peaks from three marks in all four populations. (**b**) Box whisker plot of genomic enrichment of histone marks in EA-HFSCs (red) and LC-HFSCs (blue). Number of reads was normalized to 1 million of total mapped reads (normalized tag density). Note that the individual histone marks are higher at expected regulatory sites relative to the rest of the genome (for example, enrichment of H3K4me3 in TSS/promoters, H3K27me3 in intergenic and H3K9me3 in satellite regions), yet display overall decrease compared with EA-HFSCs. See the Methods for detail. (**c**) Average sum of all tag densities of H3K4me3 in all chromosomal loci analysed. Note that the overall peak intensity is lower by ∼2-fold in LC-HFSCs. (**d**) Average distribution of H3K4me3 (left panel) and H3K27me3 (right panel) in transcription start sites (TSS) of EA-HFSCs (red) and LC-HFSCs (blue) and (**e**) all three marks in transcription termination sites (TTS; right panel). Note the clear reduction of marks in LC-HFSCs. (**f**–**h**) Quantitative heat plot analysis of H3K4me3 (K4), H3K27me3 (K27) and H3K9me3 (K9) levels on TSS (**f**), simple repeats (**g**) or satellite regions (**h**). Notice the reduction of marks in LC-HFSCs highlighted in red (arrow versus arrowheads). UTR, untranslated region; LINE, Long Interspersed Nuclear Element; SINE: Short Interspersed Elements; LTR, Long Terminal Repeats.

**Figure 4:**
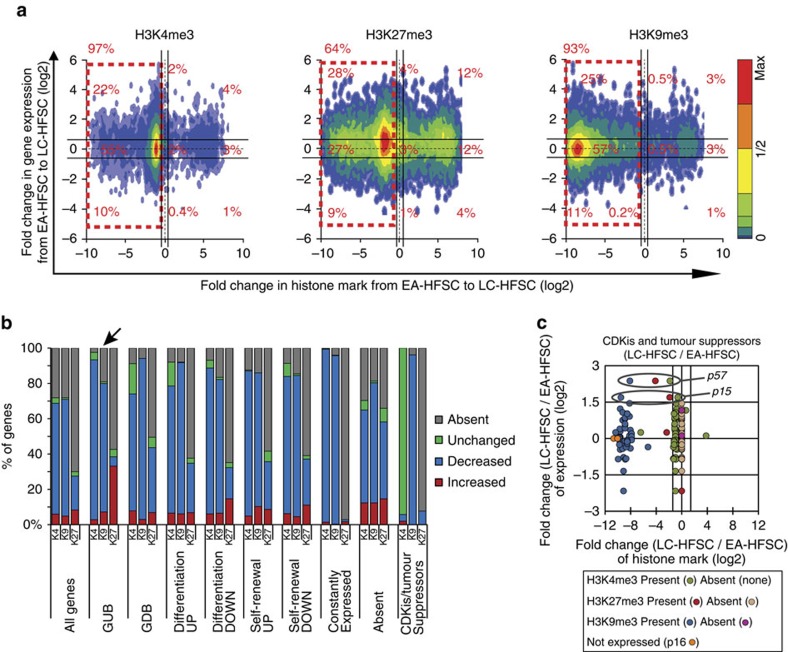
Correlation of level changes in H3 K4/K9/K27me3 changes and mRNA. (**a**) Density plot of all genes in the mouse genome that show signal by either microarray or ChIP-seq (*N*=24,778 genes and *N*=10,345 genes plotted for H3K4me3/H3K9me3 and H3K27me3, respectively, out of total *N*=34,497 genes. Genes that showed the absence of microarray or ChIP signals in comparing populations were excluded). Genes changed ≥1.5-fold are marked outside the black lines flanking the origin; genes with <1.5-fold variations are considered ‘unchanged'. (**b**) % of genes that are decreased (blue), unchanged (green) and increased (red) in their histone marks from EA-HFSCs to LC-HFSCs. Each functional category was defined based on changes in mRNA levels in HFSCs at distinct stages of differentiation and self-renewal (GDB: genes downregulated in the bulge). See the Methods for description of arrays used and Supplementary Data 2 for the lists of genes. Note atypical behaviour of genes upregulated in the bulge (GUB) and tumour suppressors. (**c**) Dot plot of cyclin-dependent kinase inhibitors (CDKis) and known tumour suppressors that play a role in skin and hair follicle biology (Supplementary Data 2). Expression of CDKis was adopted from our previous qRT–PCR data^46^, whereas mRNA values for the other genes were from microarrays (Supplementary Data 1).

**Figure 5:**
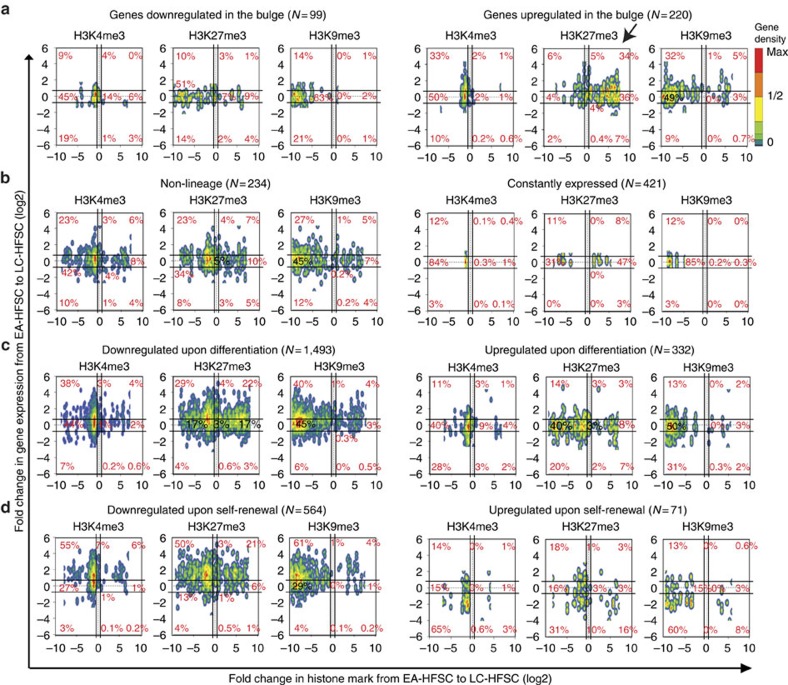
Correlation of histone marks and gene expression between EA- and LC-HFSCs. (**a**–**d**) PD25 (EA-HFSCs, self-renewing stage) and PD42 (LC-HFSCs, prior to fate decisions) expression arrays were compared with identified groups of genes that behave similarly in their expression across populations and hair cycle stages (see the Methods for acquisition of array and ChIP-seq signals). Fold changes between EA-HFSCs and LC-HFSCs (LC-HFSCs/EA-HFSCs) in array and ChIP-seq signals were log2 transformed, followed by conversion of data matrix into a density plot using R. Genes that were absent with array or ChIP-seq signals were omitted in the plot. Majority of the gene sets analysed showed reduction of H3K27me3 and H3K9me3, regardless of their expression patterns. H3K4me3 levels are relatively less dramatically changed. Interestingly, GUB uniquely show increased level of H3K27me3 from anagen bulge to catagen bulge, suggesting they are under special regulation. These data suggest that the change in gene expression as defined by mRNA levels does not necessarily correlate with the change in histone modification levels. Refer to Supplementary Data 2 for a complete list of ChIP and array signals.

**Figure 6:**
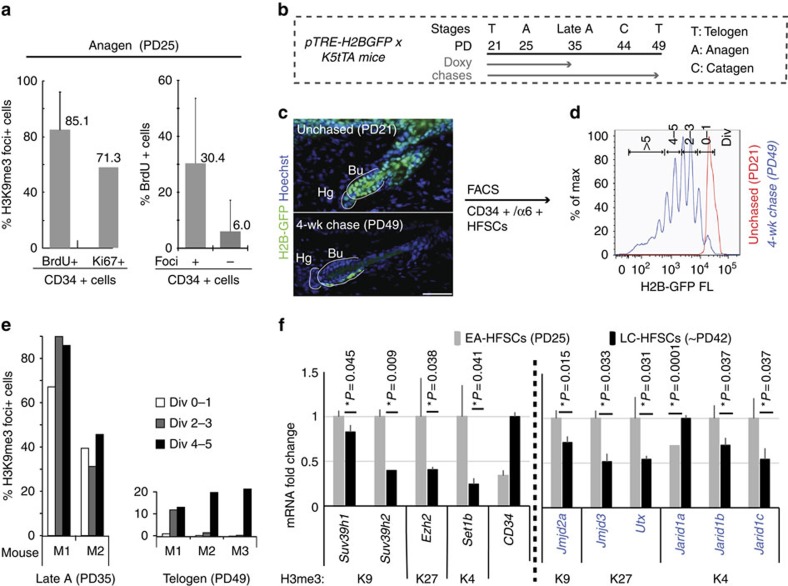
Potential regulation of histone methylation state by histone-modifying enzymes. (**a**) Quantification of foci + and − in CD34+/BrdU+ cells and CD34+/Ki67^+^ cells (left panel), and % BrdU+ cells in CD34+/foci+ and CD34+/foci− cells. (**b**) H2B-GFP pulse-chase scheme to examine histone mark level relative to HFSC divisional history. (**c**) Skin sections and (**d**) FACS plots of PD21 (unchased) and PD21–49 doxy chased mice. H2B-GFP FACS signal dilutes ½ upon division. Scale bars, 50 μm. (**e**) % H3K9me3 foci+ in cytospin collection of FACS-isolated HFSCs with different divisional history from late anagen (left) and telogen (right) mice. (**f**) qRT–PCR of multiple H3 methylases and demethylases *in vivo.* Statistical significance was analysed using Student's *t*-test. Refer to Supplementary Table 1 for list of primers used. wk, week.

**Figure 7:**
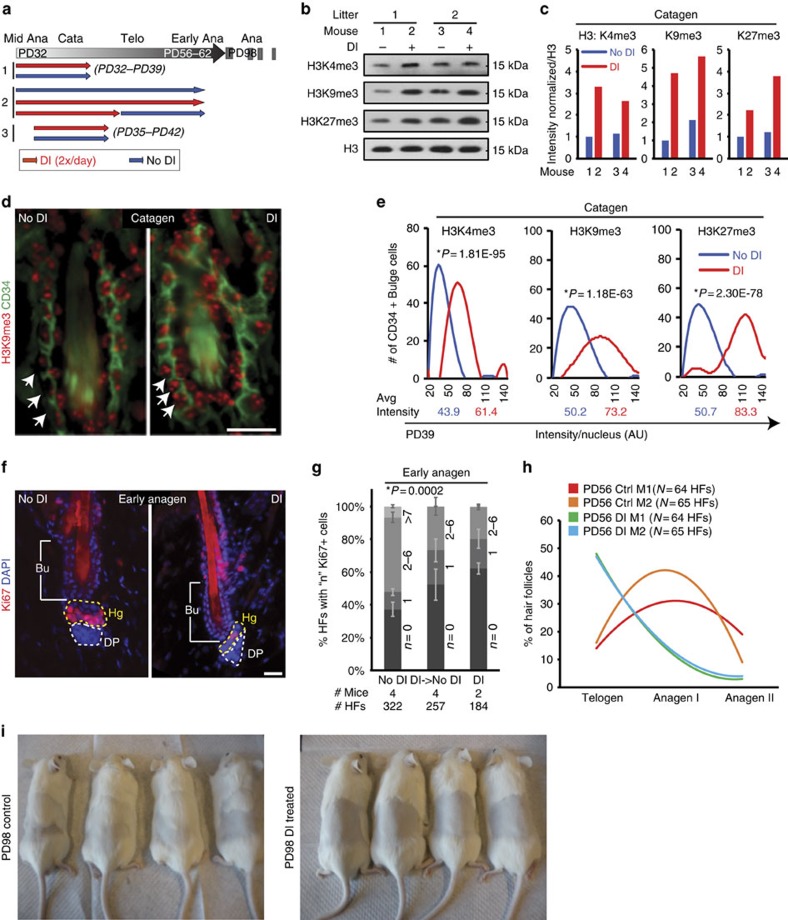
The level of histone H3 K4/K9/K27me3 in the skin is important for hair homeostasis. (**a**) Experimental scheme of using demethylase inhibitors (DIs). (**b**,**c**) Western blot (**b**) and quantification of band intensity (**c**) of histone methylation from whole skin chromatin extracts of control and DI-treated mice. Band intensities were normalized to H3 signal. (**d**) Immunofluorescence staining of control and DI-treated (scheme 1 of (**a**)) hair follicle sections labelled with H3K9me3 (red) and CD34 (green). Scale bar, 20 μm. (**e**) Fluorescence intensity of all three marks from immunostainings were quantified for each bulge cell (CD34+). Student's *t*-test was used to determine statistical significance between control and DI-treated mice for each mark. (**f**) Immunofluorescence staining with a proliferation marker Ki67 of control and DI-treated (scheme 2 of **a**) skin sections. Scale bar, 20 μm. (**g**) The number of Ki67^+^ cells in **f** in each hair follicle were counted, and they showed reduced proliferation in DI-treated mice compared with control. The differences across the conditions were significant according to a Student's *t*-test. (**h**) Hair follicles of control and DI-treated mice were categorized in their hair cycle stages. Notice a dramatic increase in the number of telogen (Telo) hair follicles and reduction in anagen (Ana) I and II in DI-treated mice. (**i**) Mice were shaved, treated with DI in catagen (Cata; PD35–42; **a**, scheme 3), and followed long-term to monitor the hair cycle re-entry. Notice that mice in the control group show hair growth, whereas mice in DI-treated group show no growth. Avg, average.

**Figure 8:**
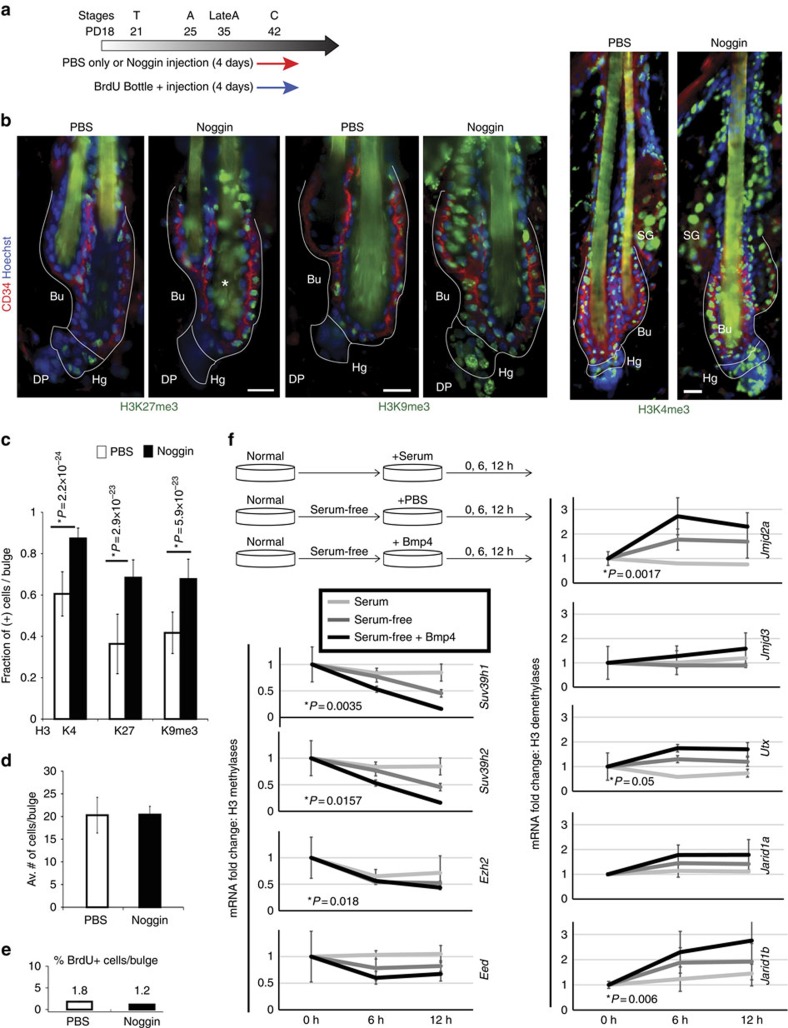
BMP signalling is involved in control of the global histone marks level. (**a**) Noggin- or PBS-coated fluorescent microbeads were intradermally injected for 4 days in late catagen. BrdU was fed to mice in the water bottles to continuously label proliferating cells. (**b**) Representative images of immunofluorescence skin staining showing increased of methylation marks in Noggin-injected mice. Scale bars, 10 μm. (**c**) Quantification of methylation signal in bulge cells show a significant increase in cells positively bearing histone marks in Noggin-injected (black bar) mice relative to PBS control (white bar) mice (*n*=2 mice, *N*>40 hair follicles per condition, Student's *t*-test). (**d**,**e**) Quantification of number of CD34+ cells per bulge (**d**) and BrdU+ cells per bulge (**e**) after 4 days of injection shows no significant differences between Noggin and PBS control, suggesting lack of proliferation of bulge cells. *N*=2 mice per condition, *n*=20–40 hair follicles per mouse. (**f**) qRT–PCR of selected histone methylases and demethylases in keratinocytes cultured under serum (white line), serum-free (grey line) or serum-free+BMP4 (black line) conditions. Note the reduced expression of methylases and increase of demethylases upon BMP4 addition. Statistical significance was determined by Student's *t*-test. Results for all genes tested are shown in Supplementary Fig. 4b.

**Figure 9:**
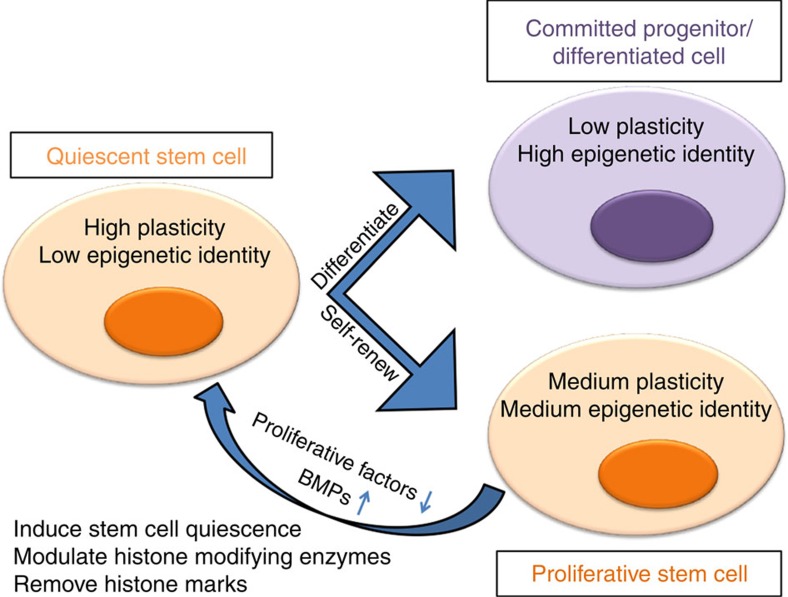
Model for signalling coupled regulation of chromatin state and genome plasticity. Hair follicles undergo dramatic remodelling at catagen as they prepare for new growth in the next hair cycle. Hair follicle stem cells at this stage are faced with a bidirectional cell fate choice to (i) remain as a stem cell in the bulge and self-renew at anagen or (ii) migrate out from their niche before division and eventually become a progenitor matrix cell that fuel the hair growth^16^,^20^,^21^. Signalling (that is, BMP) that plays a crucial role in regulating quiescence of hair follicle stem cells^14^, also may control the level of multiple histone-modifying enzymes, leading to a global reduction of several key histone modification marks previously implicated in transcriptional activation or repression. Such global reduction in histone marks may place the quiescent hair follicle stem cell epigenome at a ‘blank' (or a plastic) state. This would subsequently allow efficient re-writing of the methylation marks throughout the genome in the pattern required to enforce the ultimate cell fate choice. The latter is dictated by the ultimate position within the niche in which the quiescent stem cell finds itself at the onset of hair growth.

## References

[b1] OnderT. T. . Chromatin-modifying enzymes as modulators of reprogramming. Nature 483, 598–602 (2012).2238881310.1038/nature10953PMC3501145

[b2] HawkinsR. D. . Distinct epigenomic landscapes of pluripotent and lineage-committed human cells. Cell Stem Cell 6, 479–491 (2010).2045232210.1016/j.stem.2010.03.018PMC2867844

[b3] MattoutA. & MeshorerE. Chromatin plasticity and genome organization in pluripotent embryonic stem cells. Curr. Opin. Cell Biol. 22, 334–341 (2010).2022665110.1016/j.ceb.2010.02.001

[b4] HubnerM. R., Eckersley-MaslinM. A. & SpectorD. L. Chromatin organization and transcriptional regulation. Curr. Opin. Genet. Dev. 23, 89–95 (2013).2327081210.1016/j.gde.2012.11.006PMC3612554

[b5] CavalliG. & MisteliT. Functional implications of genome topology. Nature Struct. Mol. Biol. 20, 290–299 (2013).2346331410.1038/nsmb.2474PMC6320674

[b6] BlanpainC. & FuchsE. Stem cell plasticity. Plasticity of epithelial stem cells in tissue regeneration. Science 344, 1242281 (2014).2492602410.1126/science.1242281PMC4523269

[b7] AdamR. C. . Pioneer factors govern super-enhancer dynamics in stem cell plasticity and lineage choice. Nature 521, 366–370 (2015).2579999410.1038/nature14289PMC4482136

[b8] BoyerL. A. . Polycomb complexes repress developmental regulators in murine embryonic stem cells. Nature 441, 349–353 (2006).1662520310.1038/nature04733

[b9] LohY. H., ZhangW., ChenX., GeorgeJ. & NgH. H. Jmjd1a and Jmjd2c histone H3 Lys 9 demethylases regulate self-renewal in embryonic stem cells. Genes Dev. 21, 2545–2557 (2007).1793824010.1101/gad.1588207PMC2000320

[b10] ChenJ. . H3K9 methylation is a barrier during somatic cell reprogramming into iPSCs. Nature Genet. 45, 34–42 (2013).2320212710.1038/ng.2491

[b11] BaxterJ. . Histone hypomethylation is an indicator of epigenetic plasticity in quiescent lymphocytes. EMBO J. 23, 4462–4472 (2004).1551022310.1038/sj.emboj.7600414PMC526455

[b12] LiuL. . Chromatin modifications as determinants of muscle stem cell quiescence and chronological aging. Cell Rep. 4, 189–204 (2013).2381055210.1016/j.celrep.2013.05.043PMC4103025

[b13] FuchsE. The tortoise and the hair: slow-cycling cells in the stem cell race. Cell 137, 811–819 (2009).1949089110.1016/j.cell.2009.05.002PMC2716122

[b14] LeeJ. & TumbarT. Hairy tale of signaling in hair follicle development and cycling. Sem. Cell Dev. Biol. 23, 906–916 (2012).10.1016/j.semcdb.2012.08.003PMC349604622939761

[b15] BlanpainC. & FuchsE. Epidermal homeostasis: a balancing act of stem cells in the skin. Nat. Rev. Mol. Cell Biol. 10, 207–217 (2009).1920918310.1038/nrm2636PMC2760218

[b16] ZhangY. V., CheongJ., CiapurinN., McDermittD. J. & TumbarT. Distinct self-renewal and differentiation phases in the niche of infrequently dividing hair follicle stem cells. Cell Stem Cell 5, 267–278 (2009).1966498010.1016/j.stem.2009.06.004PMC2756832

[b17] RompolasP. . Live imaging of stem cell and progeny behaviour in physiological hair-follicle regeneration. Nature 487, 496–499 (2012).2276343610.1038/nature11218PMC3772651

[b18] GrecoV. . A two-step mechanism for stem cell activation during hair regeneration. Cell Stem Cell 4, 155–169 (2009).1920080410.1016/j.stem.2008.12.009PMC2668200

[b19] LeeS. E. . High Runx1 levels promote a reversible, more-differentiated cell state in hair-follicle stem cells during quiescence. Cell Rep. 6, 499–513 (2014).2446228910.1016/j.celrep.2013.12.039PMC4052453

[b20] SadaA. & TumbarT. New insights into mechanisms of stem cell daughter fate determination in regenerative tissues. Int. Rev. Cell Mol. Biol. 300, 1–50 (2013).2327385810.1016/B978-0-12-405210-9.00001-1PMC5788169

[b21] WabikA. & JonesP. H. Switching roles: the functional plasticity of adult tissue stem cells. EMBO J. 34, 1164–1179 (2015).2581298910.15252/embj.201490386PMC4426478

[b22] JenuweinT. & AllisC. D. Translating the histone code. Science 293, 1074–1080 (2001).1149857510.1126/science.1063127

[b23] LienW. H. . Genome-wide maps of histone modifications unwind *in vivo* chromatin states of the hair follicle lineage. Cell Stem Cell 9, 219–232 (2011).2188501810.1016/j.stem.2011.07.015PMC3166618

[b24] ZhangY. . Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9, R137 (2008).1879898210.1186/gb-2008-9-9-r137PMC2592715

[b25] TrapnellC. . Differential analysis of gene regulation at transcript resolution with RNA-seq. Nature Biotechnol. 31, 46–53 (2013).2322270310.1038/nbt.2450PMC3869392

[b26] MarmorsteinR. & TrievelR. C. Histone modifying enzymes: structures, mechanisms, and specificities. Biochim. Biophys. Acta 1789, 58–68 (2009).1872256410.1016/j.bbagrm.2008.07.009PMC4059211

[b27] TumbarT. . Defining the epithelial stem cell niche in skin. Science 303, 359–363 (2004).1467131210.1126/science.1092436PMC2405920

[b28] WangL. . A small molecule modulates Jumonji histone demethylase activity and selectively inhibits cancer growth. Nat. Commun. 4, 2035 (2013).2379280910.1038/ncomms3035PMC3724450

[b29] KruidenierL. . A selective jumonji H3K27 demethylase inhibitor modulates the proinflammatory macrophage response. Nature 488, 404–408 (2012).2284290110.1038/nature11262PMC4691848

[b30] WaghmareS. K. . Quantitative proliferation dynamics and random chromosome segregation of hair follicle stem cells. EMBO J. 27, 1309–1320 (2008).1840134310.1038/emboj.2008.72PMC2374848

[b31] PlikusM. V. . Cyclic dermal BMP signalling regulates stem cell activation during hair regeneration. Nature 451, 340–344 (2008).1820265910.1038/nature06457PMC2696201

[b32] CobbB. S. . Targeting of Ikaros to pericentromeric heterochromatin by direct DNA binding. Genes Dev. 14, 2146–2160 (2000).1097087910.1101/gad.816400PMC316893

[b33] ZentnerG. E. & HenikoffS. Regulation of nucleosome dynamics by histone modifications. Nat. Struc. Mol. Biol. 20, 259–266 (2013).10.1038/nsmb.247023463310

[b34] RompolasP., MesaK. R. & GrecoV. Spatial organization within a niche as a determinant of stem-cell fate. Nature 502, 513–518 (2013).2409735110.1038/nature12602PMC3895444

[b35] ItoM., KizawaK., HamadaK. & CotsarelisG. Hair follicle stem cells in the lower bulge form the secondary germ, a biochemically distinct but functionally equivalent progenitor cell population, at the termination of catagen. Differentiation 72, 548–557 (2004).1561756510.1111/j.1432-0436.2004.07209008.x

[b36] ZhangY. V., WhiteB. S., ShallowayD. I. & TumbarT. Stem cell dynamics in mouse hair follicles: a story from cell division counting and single cell lineage tracing. Cell Cycle 9, 1504–1510 (2010).2037209310.4161/cc.9.8.11252PMC3096686

[b37] SanderJ. D. & JoungJ. K. CRISPR-Cas systems for editing, regulating and targeting genomes. Nature Biotechnol. 32, 347–355 (2014).2458409610.1038/nbt.2842PMC4022601

[b38] Herrera-MerchanA. . Ectopic expression of the histone methyltransferase Ezh2 in haematopoietic stem cells causes myeloproliferative disease. Nat. Commun. 3, 623 (2012).2223363310.1038/ncomms1623

[b39] KandybaE. . Competitive balance of intrabulge BMP/Wnt signaling reveals a robust gene network ruling stem cell homeostasis and cyclic activation. Proc. Natl Acad. Sci. USA 110, 1351–1356 (2013).2329293410.1073/pnas.1121312110PMC3557042

[b40] GenanderM. . BMP signaling and its pSMAD1/5 target genes differentially regulate hair follicle stem cell lineages. Cell Stem Cell 15, 619–633 (2014).2531249610.1016/j.stem.2014.09.009PMC4276600

[b41] LienW. H. . *In vivo* transcriptional governance of hair follicle stem cells by canonical Wnt regulators. Nat. Cell Biol. 16, 179–190 (2014).2446360510.1038/ncb2903PMC3984009

[b42] SenG. L., WebsterD. E., BarraganD. I., ChangH. Y. & KhavariP. A. Control of differentiation in a self-renewing mammalian tissue by the histone demethylase JMJD3. Genes Dev. 22, 1865–1870 (2008).1862839310.1101/gad.1673508PMC2492733

[b43] SimonsB. D. & CleversH. Strategies for homeostatic stem cell self-renewal in adult tissues. Cell 145, 851–862 (2011).2166379110.1016/j.cell.2011.05.033

[b44] Perez-LluchS. . Absence of canonical marks of active chromatin in developmentally regulated genes. Nature Genet. 47, 1158–1167 (2015).2628090110.1038/ng.3381PMC4625605

[b45] OshimoriN. & FuchsE. Paracrine TGF-beta signaling counterbalances BMP-mediated repression in hair follicle stem cell activation. Cell Stem Cell 10, 63–75 (2012).2222635610.1016/j.stem.2011.11.005PMC3349223

[b46] LeeJ. . Runx1 and p21 synergistically limit the extent of hair follicle stem cell quiescence *in vivo*. Proc. Natl Acad. Sci. USA 110, 4634–4639 (2013).2348774210.1073/pnas.1213015110PMC3606971

[b47] OsorioK. M., LiljaK. C. & TumbarT. Runx1 modulates adult hair follicle stem cell emergence and maintenance from distinct embryonic skin compartments. J. Cell Biol. 193, 235–250 (2011).2146423310.1083/jcb.201006068PMC3082184

[b48] Muller-RoverS. . A comprehensive guide for the accurate classification of murine hair follicles in distinct hair cycle stages. J. Invest. Dermatol. 117, 3–15 (2001).1144274410.1046/j.0022-202x.2001.01377.x

[b49] GuertinM. J. & LisJ. T. Chromatin landscape dictates HSF binding to target DNA elements. PLoS Genet. 6, e1001114 (2010).2084457510.1371/journal.pgen.1001114PMC2936546

[b50] LangmeadB., TrapnellC., PopM. & SalzbergS. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10, R25 (2009).1926117410.1186/gb-2009-10-3-r25PMC2690996

[b51] HeinzS. . Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell 38, 576–589 (2010).2051343210.1016/j.molcel.2010.05.004PMC2898526

How the deposited data were processed for this re-analysis (not part of the article)

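The data are ChIP-seq peak lists for 3 histone H3 marks (H3K4me3, H3K27me3 and H3K9me3) in 4 populations of sorted mouse skin cells: EA-HFSCs and non-EA-HFSCs from PD22 to PD25, and LC-HFSCs and non-LC-HFSCs from PD38 to PD44. The series labels describe 16 samples. The 4 IgG samples served the authors as background and have no peak list of their own here, so that 12 lists were analysed. The labels and the paper name the same populations and marks.

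The authors sequenced single-end reads, trimmed them to a uniform length, aligned them to mm9 with Bowtie2, removed reads of low alignment quality and pooled the reads of independent experiments. They called peaks with MACS 1.4 against the IgG library of the same population. The deposited lists give for each peak its chromosome, start, end and a score, which is the authors' value and equals 10 times the negative log10 of the p-value. The lowest scores show that the authors' thresholds were p-values of 1e-05 for H3K4me3 and 0.0001 for H3K27me3 and H3K9me3. Read counts, tag densities and fold enrichments were not used here, and a score was used only to describe, rank or filter peaks within its list. The depth behind each peak is not known from the lists. Differences in depth and in background between libraries can change how many peaks pass a fixed threshold, and the lists alone cannot correct for this.

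From the lists, the number of peaks, the covered length, the overlap between lists and the position of peaks on genes were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. The overlap step was tested on simulated peaks, with 4 of 4 settings recovered exactly on 20000 query peaks, and gave the same counts as bedtools 2.31.1 on them. A peak counted as overlapping when it shared at least 1 bp with a peak of the other list. Each overlap that was compared with chance was compared with 100 random placements, in which all peaks of the other list were shifted by a random distance along their chromosome, so that their number, lengths and spacing stayed the same. Shares are given with 95% Wilson intervals, and intervals of ratios of peak numbers come from the share of one list in both. These intervals cover counting error only, since neighbouring peaks are not independent and there is 1 list per population and mark. No test between populations was made and no p-value is given.

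Positions are 1-based and refer to mm9. The genome sequence and the GENCODE vM1 annotation used are of NCBIM37, the same assembly, and the last peak on each of the chromosomes lies within its length there. Genes were the 22367 protein-coding genes on the autosomes and chromosomes X and Y. The 733 peaks on unplaced sequence took part in peak numbers and overlaps and in no step that needs genes or sequence. A peak or locus was assigned by its middle, first to a promoter (1000 bp upstream to 100 bp downstream of a transcript start), then to the 5′ untranslated region, the 3′ untranslated region, another exon, an intron, and otherwise between genes. The TSS window was 3000 bp to either side of the annotated gene start, as in Fig. 2d. Repeat classes, microarray values and the earlier study that the paper compares with were not analysed here.

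Gene sets came from 3 sheets of Supplementary Data 2. Symbols were matched to GENCODE vM1, and 1 GUB symbol was matched through its older name. The other sheets and Supplementary Data 1 were not used for any count over a set. Peaks named in the text were chosen by a rule set before the data were examined: for each mark, the highest-scoring EA-HFSC peak without an LC-HFSC peak, the highest-scoring EA-HFSC peak with one, and the highest-scoring LC-HFSC peak. The genes named are those the paper names in its ChIP-seq figures, and any other gene is marked as chosen after its values were seen.

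The alternatives set before the data were examined were a score of at least 50 in every list, a score of at least 100 in every list, the 19 autosomes only, peaks of a list less than 1 kb apart merged into 1, an overlap of at least 50% of the counted peak, and the same number of top-scoring peaks from each list of a mark. For genes with a peak at the TSS, a window of 2500 bp was set beforehand, and any transcript start of the gene and the score thresholds were added after the data had been seen. To weigh GC content, 1-kb windows with 55 to 65% GC were compared.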

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

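The tests on GC content and on H3K4me3 signal were chosen only after the overlap of the marks was seen but before the values they measure, the test on a list of another mark was chosen after its own value was seen, and the test on quiescence was chosen before the data were examined.

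From EA to LC, the number of H3K9me3 peaks moved in opposite directions in the HFSCs, with a ratio of 0.0334, and in the non-HFSCs, with a ratio of 1.02. The interval of the second ratio, 0.999 to 1.04, includes no change, and with peaks of score 50 or more the ratio was 0.702, so the direction depends on the setting. It was 1.03 (1.01 to 1.05) on the autosomes alone and 1.07 (1.05 to 1.09) with peaks less than 1 kb apart merged, and 0.195 with a score of at least 100. The length covered by these peaks fell in the non-HFSCs too, with a ratio of 0.488, and of 0.104 with a score of at least 100. The difference between the HFSCs and the non-HFSCs was not tested, since each population has 1 list. No explanation of it was tested.

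The share of H3K9me3 peaks on H3K4me3 peaks also moved in opposite directions, falling from 24.5% in EA-HFSCs to 0.354% in LC-HFSCs and rising from 0.912% in non-EA-HFSCs to 9.70% in non-LC-HFSCs. This difference was not tested either, for want of replicates. In EA-HFSCs, 24.5% of the H3K9me3 peaks lay on H3K4me3 peaks and 28.4% on H3K27me3 peaks, where the highest of the random placements gave 3.43% and 3.90%. The text of the paper does not discuss H3K9me3 at the peaks of the other marks, although its heat map of TSSs in Fig. 3f places the H3K9me3 data of EA-HFSCs and non-LC-HFSCs apart from those of LC-HFSCs and non-EA-HFSCs.

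A loss of H3K9me3 at H3K4me3 sites as HFSCs become quiescent stays open. The share of 0.912% in non-EA-HFSCs, below the 3.07% of random placement, comes from another cell type and excludes nothing about a change within HFSCs, and each HFSC population has 1 list. GC content was weighed in 1-kb windows with 55 to 65% GC. An EA-HFSC H3K9me3 peak met 49.8% of such windows in H3K4me3 peaks, 46.7% of those in H3K27me3 peaks without H3K4me3, and 0.703% of those free of both marks in every population, which argues against GC content as the cause. An H3K4me3 or H3K27me3 list in place of the whole H3K9me3 list is argued against by the LC-HFSC H3K9me3 peaks, of which 42.6% met an EA-HFSC H3K9me3 peak, 0.919% an EA-HFSC H3K4me3 peak and 9.62% an EA-HFSC H3K27me3 peak. The share on H3K9me3 peaks was 21.9% with a score of at least 100 and 12.3% with an overlap of at least 50%, against random means of 1.26% and 0.994%. The share on H3K27me3 peaks was then 2.04% and 7.14%, against random means of 2.05% and 2.12%. The contrast with H3K27me3 was thus smaller with an overlap of at least 50%. With the same number of top-scoring peaks the share on H3K9me3 peaks was 1.20%, against a random mean of 0.269%. Under that setting 1.56% met an H3K27me3 peak, so for the highest-scoring EA-HFSC peaks alone the comparison decides nothing. The EA-HFSC H3K9me3 list was also met by 76.8% of the LC-HFSC H3K27me3 peaks and 55.1% of the LC-HFSC H3K4me3 peaks, with random means of 6.94% and 5.31%, so a list that mixes the marks stays open.

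H3K4me3 signal in the H3K9me3 library stays open for the sites with H3K4me3. The share of EA-HFSC H3K4me3 peaks with an H3K9me3 peak rose from 6.98% in the lowest to 88.3% in the highest 10% of H3K4me3 scores, as such signal needs. In non-LC-HFSCs this share rose from 1.53% to 31.8%, while it went from 0.136% to 0% in LC-HFSCs and from 1.84% to 0.204% in non-EA-HFSCs. Such signal, from an antibody that also binds other forms of H3 or from a mixture of libraries, may account for these peaks, but true H3K9me3 that follows H3K4me3, or chromatin that is easier to recover at these sites, would give the same rise and was not tested. H3K4me3 signal does not account for the peaks on H3K27me3 sites, since 26.2% of the EA-HFSC H3K27me3 peaks that met no H3K4me3 peak in any population met an H3K9me3 peak, against a random mean of 4.35%. The same 2 suppliers of the H3K9me3 antibody are named for all 4 populations, the text of the paper does not state how they were divided, and a difference in antibody or library between populations was not tested. A difference in depth was not tested, as the lists hold no read numbers. A biological difference in H3K9me3 between the populations stays among the open explanations.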

How the results depend on the processing

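The TSS results under a score of at least 50 or 100 and under any transcript start were chosen only after the data had been seen. No paired analysis was possible because each population and mark has 1 list. For the 20 results that answer a comparison, 50 values under an alternative stayed within the counting interval or the allowed range, 42 moved beyond it and 2 reversed. Some values that stayed, here and below, could not have moved. A score of at least 50 removes no H3K4me3 peak, and equal numbers leave the LC-HFSC lists, the shortest of each mark, unchanged. The cause was not tested for any value that moved or reversed, beyond the smaller number of peaks that a higher score leaves.

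The LC-HFSC to EA-HFSC ratio of peak numbers stayed under 1 for each mark under the 4 alternatives tried for it, from 0.683 to 0.699 for H3K4me3 and from 0.0321 to 0.0342 for H3K9me3. The ratio of H3K9me3 peaks between non-LC-HFSCs and non-EA-HFSCs reversed, from 1.02 to 0.702 with a score of at least 50 and to 0.195 with at least 100; the cause was not tested.

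With a score of at least 50, the H3K27me3 ratio was 0.0710 in HFSCs and 0.827 in non-HFSCs, the share of EA-HFSC H3K9me3 peaks met by LC-HFSC peaks 1.52%, the share of EA-HFSC H3K9me3 peaks on H3K4me3 peaks 33.4%, and the share of genes that kept H3K27me3 at the TSS 22.3%. With a score of at least 100, the ratio was 0.0500 for H3K27me3 in HFSCs, and 0.824 for H3K4me3 and 0.7496 for H3K27me3 in non-HFSCs. The shares of EA-HFSC peaks met by LC-HFSC peaks were then 67.2% for H3K4me3, 4.66% for H3K27me3 and 0.802% for H3K9me3, and the shares of H3K9me3 peaks on H3K4me3 peaks were 54.5% in EA-HFSCs, 0% in LC-HFSCs and 5.39% in non-LC-HFSCs. There were 33197 merged loci over 122 Mb. Genes that kept a peak at the TSS made up 83.7% for H3K4me3, 11.6% for H3K27me3 and 0.199% for H3K9me3, and H3K27me3 was at 4.98% of GUB genes in EA-HFSCs and 0% in LC-HFSCs.

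With peaks less than 1 kb apart merged, the ratio was 0.0878 for H3K27me3 in HFSCs, and 0.791 for H3K4me3, 0.822 for H3K27me3 and 1.07 for H3K9me3 in non-HFSCs. The shares of EA-HFSC peaks met by LC-HFSC peaks were 67.8%, 7.33% and 1.62% for H3K4me3, H3K27me3 and H3K9me3, and 10.2% of non-LC-HFSC H3K9me3 peaks lay on H3K4me3 peaks. With an overlap of at least 50% of the peak, the same 3 shares were 65.2%, 4.11% and 1.57%, and H3K9me3 peaks lay on H3K4me3 peaks for 22.9% in EA-HFSCs, 0.141% in LC-HFSCs and 0.285% in non-EA-HFSCs. With the same number of top-scoring peaks in each list of a mark, the 3 shares were 89.8%, 50.1% and 1.13%, and H3K9me3 peaks lay on H3K4me3 peaks for 38.3% in EA-HFSCs, 0.778% in non-EA-HFSCs and 7.36% in non-LC-HFSCs. With any transcript start of the gene, 0.765% of genes kept H3K9me3.

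Among 28 other results, 64 values stayed within their range, 66 moved (32 up and 34 down) and 0 reversed, each value being taken by itself. Set beside each other, the shares of genes with H3K9me3 at the TSS in non-EA-HFSCs and non-LC-HFSCs changed order with a score of at least 100, from 2.80% and 11.6% to 0.876% and 0.537%; the cause was not tested. With the autosomes alone, all 20 of these stayed within it. The paper states that the reads did not saturate peak detection for H3K27me3 and H3K9me3, and the lists hold no depth, so the numbers of peaks of these 2 marks are limited by a depth that could not be set equal between populations.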

Differences from the paper's values

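The sums over loci merged within each population or within each mark were chosen only after the values had been seen.

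Merging the peaks of the 12 lists gave 99196 loci, against the paper's 201177. Under a score of at least 50, a score of at least 100, the autosomes alone, and peaks less than 1 kb apart merged, the number was 72380, 33197, 97761 and 88678, and none of the alternatives set before the data were examined closed the gap. The loci covered 195 Mb, against the paper's 330 Mb, and 7.61% of the gap-free genome, against the paper's 12%. None of the same alternatives closed these gaps, with at most 199 Mb and 7.74%, for peaks less than 1 kb apart merged. Loci merged within each population and then summed numbered 186710 over 388 Mb, and loci merged within each mark and then summed 128254 over 231 Mb, both chosen after seeing the values. The number and the length of the first, and the length of the second, lie within 1.5 times the paper's. The peaks of the 12 lists without merging numbered 219698 over 426 Mb and also lie within that range.

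By the middle of the locus, 847 loci lay in a 3′ untranslated region, against about 1400 in Fig. 3a, read by eye, and 2436 in exons, against about 4100 in Fig. 3a, read by eye. For both, none of the alternatives set before the data were examined closed the gap.

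The paper states that a large fraction of GUB genes had a higher H3K27me3 level in LC-HFSCs than in EA-HFSCs. In the peak lists, the number of GUB genes with an H3K27me3 peak at the TSS was 18 in EA-HFSCs and 4 in LC-HFSCs, and 1 gene had a peak in LC-HFSCs alone. The paper's statement concerns tag density, which the lists do not hold. The paper also reports a lack of H3K27me3 at cell cycle regulators and tumour suppressors in both HFSC populations. In the peak lists, Cdkn2a and Cdkn2b had H3K27me3 peaks in both. The paper reports no H3K4me3 decrease for that set, while Cdkn1c had an H3K4me3 peak in EA-HFSCs and none in LC-HFSCs. The set was not counted as a whole.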

Other observations

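The tests on the enrichment of H3K9me3 and on chromosome X were chosen only after the results were seen, the test on the enrichment of H3K4me3 and H3K27me3 was chosen after the overlaps were seen but before its own value, and the tests on the threshold and on regions that any antibody enriches were chosen earlier.

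Peaks near the calling threshold were taken to raise the LC-HFSC to EA-HFSC ratio of peak numbers towards 1 as the threshold is raised. With a score of at least 100 the ratio fell from 0.0748 to 0.0500 for H3K27me3. It stayed within its counting interval for H3K4me3, at 0.683 from 0.685, and for H3K9me3, at 0.0342 from 0.0334. It thus rose towards 1 for none of the marks beyond counting error. This does not decide the question, because the same score was applied to lists whose scores do not compare. Of the EA-HFSC peaks with no LC-HFSC peak, 53.5% for H3K4me3, 71.3% for H3K27me3 and 86.5% for H3K9me3 had a score under 100. An effect of the threshold stays open. Regions that any antibody enriches would leave the same peaks in LC-HFSCs for H3K9me3 and H3K27me3. Of the LC-HFSC H3K9me3 peaks, 1.13% lay on an LC-HFSC H3K27me3 peak, where random placement gave a mean of 0.433% and at most 1.06%. The 2 LC-HFSC lists thus had few sites in common, though more than random placement gave. Of the EA-HFSC H3K9me3 peaks, 28.4% lay on an EA-HFSC H3K27me3 peak.

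Weaker enrichment in the LC-HFSC immunoprecipitations cannot be told apart from a global loss of H3K4me3 and H3K27me3 by the peak lists, because both leave the strongest peaks. Among the highest-scoring 10% of EA-HFSC peaks, 43.1% of the H3K27me3 peaks and 100% of the H3K4me3 peaks met an LC-HFSC peak. The paper itself names reads that are not enriched over background, or are more spread out, for the lower number of peaks in LC-HFSCs. For H3K9me3 the outcome differed by site. Away from the other marks in any population, the share met by an LC-HFSC peak rose with the score, from 1.36% to 8.63% in the highest-scoring 10%, and weaker enrichment and a loss of the mark cannot be told apart there for the same reason. On a peak of another mark, 0.874% of the highest-scoring 10% were met, although their scores began at 155, above the 72.1 at which the highest 10% of the other group began. Weaker enrichment as the whole cause is argued against for these sites, since they were met less often than lower-scoring peaks of the list away from the other marks, of which 5.21% were met in the second-highest 10%, although most peaks of both groups were lost. The H3K9me3 signal at these sites in EA-HFSCs may itself have another source, so their loss has no tested biological explanation.

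Few H3K27me3 peaks lay on chromosome X, which holds 6.33% of the gap-free genome and 4.17% of the protein-coding genes. They made up 0.486% of the EA-HFSC list, against 2.69% for H3K4me3. For H3K9me3, 463 of the 42277 EA-HFSC peaks lay there, a higher share than the 0.424% to 0.492% of the other 3 populations. With 1 copy of chromosome X, as in males, a peak would need a higher signal to pass the threshold. The sex of the mice is not settled, since the sample labels name males and the paper's Methods state that both sexes were used for most analysis. At the number per gene of autosomal peaks that reach 4 times the lowest score, 222 H3K27me3 peaks would lie on chromosome X in EA-HFSCs, where 124 were observed. In non-EA-HFSCs the numbers were 201 and 101, and in non-LC-HFSCs 146 and 86. In LC-HFSCs the order was the other way, with 6.96 and 16. The same reckoning in EA-HFSCs gave 606 against 577 observed for H3K4me3 and 89.6 against 463 for H3K9me3. The expected numbers rest on an assumed factor of 4 that these values do not bear out for every mark, so a single copy is neither excluded nor shown. How well reads can be placed on chromosome X was not tested, and no biological explanation was tested.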
